# Transcriptomic and metabolomic profiling of chicken adipose tissue in response to insulin neutralization and fasting

**DOI:** 10.1186/1471-2164-13-441

**Published:** 2012-08-31

**Authors:** Bo Ji, Ben Ernest, Jessica R Gooding, Suchita Das, Arnold M Saxton, Jean Simon, Joelle Dupont, Sonia Métayer-Coustard, Shawn R Campagna, Brynn H Voy

**Keywords:** Microarray, Chicken adipose tissue, Fasting, Insulin neutralization, Fatty acid metabolism, Glucose metabolism, Adipogenesis

## Abstract

**Background:**

Domestic broiler chickens rapidly accumulate adipose tissue due to intensive genetic selection for rapid growth and are naturally hyperglycemic and insulin resistant, making them an attractive addition to the suite of rodent models used for studies of obesity and type 2 diabetes in humans. Furthermore, chicken adipose tissue is considered as poorly sensitive to insulin and lipolysis is under glucagon control. Excessive fat accumulation is also an economic and environmental concern for the broiler industry due to the loss of feed efficiency and excessive nitrogen wasting, as well as a negative trait for consumers who are increasingly conscious of dietary fat intake. Understanding the control of avian adipose tissue metabolism would both enhance the utility of chicken as a model organism for human obesity and insulin resistance and highlight new approaches to reduce fat deposition in commercial chickens.

**Results:**

We combined transcriptomics and metabolomics to characterize the response of chicken adipose tissue to two energy manipulations, fasting and insulin deprivation in the fed state. Sixteen to 17 day-old commercial broiler chickens (ISA915) were fed *ad libitum*, fasted for five hours, or fed but deprived of insulin by injections of anti-insulin serum. Pair-wise contrasts of expression data identified a total of 2016 genes that were differentially expressed after correction for multiple testing, with the vast majority of differences due to fasting (1780 genes). Gene Ontology and KEGG pathway analyses indicated that a short term fast impacted expression of genes in a broad selection of pathways related to metabolism, signaling and adipogenesis. The effects of insulin neutralization largely overlapped with the response to fasting, but with more modest effects on adipose tissue metabolism. Tissue metabolomics indicated unique effects of insulin on amino acid metabolism.

**Conclusions:**

Collectively, these data provide a foundation for further study into the molecular basis for adipose expansion in commercial poultry and identify potential pathways through which fat accretion may be attenuated in the future through genetic selection or management practices. They also highlight chicken as a useful model organism in which to study the dynamic relationship between food intake, metabolism, and adipose tissue biology.

## Background

The domestic chicken provides a widespread and relatively inexpensive source of dietary protein for humans. In addition to its role as a food animal, the chicken has a long history as a valuable model research organism [1]. These dual considerations led to the selection of chicken as the first agricultural animal model to be sequenced at the genome level [2]. While chickens have been used heavily for studies of developmental biology and immunology, a number of traits make them a viable model for studies of adipose biology, obesity and insulin resistance. Commercial broiler chickens, in particular, rapidly accumulate excess adipose tissue as a result of genetic selection for growth and are considered “obese” relative to leaner egg-laying or wild strains of chickens(rev. in [3]). Chickens mimic the early stage of type 2 diabetes in humans, exhibiting both hyperglycemia (up to 200 mg/dL in the fasting state) and resistance to exogenous insulin [4,5]. Like humans, but unlike rodents or pigs, chickens rely on liver rather than adipose tissue for the majority of *de novo* lipid synthesis [6-8]. Most metabolic genes are conserved with humans, and a number of the quantitative trait loci (QTLs) that have been linked to fatness in chickens contain genes implicated in human susceptibility to obesity or diabetes [9]. Chickens also represent a model for studying mechanisms of adipocyte hyperplasia during development, a process that may exacerbate adult obesity. During at least the first several weeks after hatch, chicken adipose tissue expands more through adipocyte hyperplasia than hypertrophy, and an early increase in adipocyte number is a common feature of some lines genetically selected for excess adiposity [10,11]. Finally, the egg presents opportunities to directly manipulate the developmental milieu and study the consequences on adipose metabolism via *in ovo* injection.

Relatively little is known about regulation of adipose tissue deposition and metabolism in chicken. Because of its relative importance in lipogenesis, most studies have focused on the role of liver in adipose expansion. Several genetic lines of fat and lean chickens have been developed through phenotypic selection, most of which have both elevated plasma levels of very low density lipoprotein (VLDL) and lower levels of plasma glucose, reflecting the importance of hepatic lipogenesis and glucose consumption in fat accretion. Reciprocally, phenotypic selection for low plasma glucose simultaneously selects for fatness [12]. Both chicken and mammalian adipocytes develop through a sequence of molecular triggers including activation of CCAAT-enhancer-binding protein alpha (CEBPα) and peroxisome proliferator-activated receptor gamma (PPARγ) [13]. A clear point of divergence, however, is their responsiveness to insulin. Unlike in mammals, insulin has minimal effect on glucose uptake in chicken adipose tissue [14]. In fact, an avian homolog of the insulin-sensitive glucose transporter GLUT4 has not been identified in the current chicken genome database. Insulin does, however, stimulate uptake of acetate, which is the preferred substrate for *de novo* lipogenesis in chicken adipocytes, although the magnitude of the effect is relatively modest [15]. Insulin signaling appears to proceed through tissue specific cascades in chicken metabolic tissues. In liver, insulin elicits a signaling cascade that parallels the response in mammals, including tyrosine phosphorylation of insulin receptor β-subunit (IRβ), insulin receptor substrate-1 (IRS-1) and Src homology 2 domain-containing substrate (Shc) and activation of phosphatidylinositol 3-kinase (PI3K) [16,17]. The situation in skeletal muscle is more complex. Tyrosine phosphorylation of IRβ and IRS-1 and PI3K activity are not regulated by insulin, whereas events downstream of PI3K (e.g. Akt and P70S6K activation) are accordingly sensitive [18]. We recently reported that insulin also does not elicit a classical IRβ initiated cascade in chicken adipose tissue, including the downstream steps of Akt and P70S6K activation [19]. Insulin also does not inhibit lipolysis in chicken adipose tissue; glucagon, is the primary lipolytic hormone (rev. in [20]).

In the present study we simultaneously characterized the effects of a short term (5 hours) fast or neutralization of insulin action (5 hours) on adipose tissue of young (16–17 day-old), fed commercial broiler chickens. The goals of this study were two-fold. First, we sought to identify pathways activated by feed restriction, reasoning that they may highlight potential strategies for control of fatness through either genetic selection or improved management practices. Simultaneously, we sought to understand the contribution of insulin, if any, into chicken adipose physiology. No experimental model of diabetes exist in chicken: total pancreatectomies are not achievable, and alloxan and streptozotocin are inefficient at destroying pancreatic chicken beta-cells (rev. in [5]). The two treatments were compared to distinguish potential insulin-specific changes from those that could be mimicked by fasting through changes in nutrient availability. Both treatments were shown previously to elicit significant alterations in several plasma metabolic and endocrine parameters [18]; in the studies reported herein, samples of abdominal adipose tissue were issued from the same experiment. Tissue metabolomics was combined with microarrays to bridge the gap between gene expression, metabolic and physiological responses, and to identify the composite effects of both fasting and insulin deprivation on chicken adipose tissue.

## Results

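Abdominal adipose tissue was taken from 15 male broilers of the meat-type ISA915 line at 16 to 17 days of age, 5 in each of 3 groups, and RNA of each bird was hybridised to 1 array. Fed birds ate freely and fasted birds had no feed for 5 h. Insulin-neutralized birds had feed and were injected at 0, 2 and 4 h with a porcine serum whose antibodies bind insulin, while the other groups received normal porcine serum. The Affymetrix GeneChip Chicken Genome Array measures each transcript with 1 or more probe sets of short oligonucleotides. The authors deposited log2 values that were background-corrected, normalized and summarised per probe set by GCRMA. Of the probe sets in the table, 96 are controls and were left out. No value lies under 2.18 on the log2 scale, and 33.0% to 34.7% of the probe sets of an array lie at this floor. Of the genes named and called, AOX1, CPT1A, NR4A2, PHACTR1, RTN4R and WNT11 had a group mean under 4, and their folds against such a group are read as lower bounds. Following the methods, a probe set was removed when its value was below 3 on at least 5 arrays, which left 18612. The groups were compared in pairs with limma, in 1 model of all 15 arrays, and a probe set was called changed at a Benjamini-Hochberg adjusted p under 0.05 within its comparison. The median SE of a log2 fold change was 0.18, a precision that the number of arrays limits. Of the probe sets kept, 14940 carry 1 gene symbol. They stand for 9243 genes, and a gene with several probe sets is represented in lists by the one with the highest mean value. The lists of pathway genes and the rule for naming genes were fixed before the data were examined but after the paper had been read, so a list that follows its pathways is not independent evidence of a direction. Across probe sets, the mean correlation of an array with the others was lowest for fed birds 4 and 5, at 0.955 and 0.958, against 0.963 to 0.977 for the other birds. The poly-A control transcripts, which are added to the RNA before labelling, were also highest in these 2 birds, at 7.18 and 7.02 on the log2 scale against 6.42 to 6.85. Values without them are therefore given beside several gene groups that vary with them, a choice made after seeing the data.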

Expression levels of a total of 2016 genes were significantly altered by fasting and/or insulin neutralization when compared to fed controls based on an FDR adjusted p-value < 0.05 ( Additional file 1; Figure 1A). Sixty-nine percent of these genes showed a fold-change ≥ |1.5| (Figure 1B). 

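Of the 2030 probe sets called in at least 1 of the 3 comparisons, 1403 (69.1%) changed by 1.5-fold or more in a comparison that called them. CRY2, a repressor of the circadian clock, stood below that size, at 1.37-fold lower in fasted than in fed birds (adjusted p = 0.00552 from limma, 11.00 ± 0.16 against 11.45 ± 0.07 on the log2 scale, SD, n = 5 each). GINS3, a member of the complex that starts DNA replication forks, was 1.44-fold lower (adjusted p = 0.00426). Far above it stood MT4, a metallothionein that binds zinc and copper, at 7.72-fold higher (adjusted p = 0.000399). The share that reached 1.5-fold was 67.5% of 1794 for fasted vs. fed, 72.8% of 92 for insulin-neutralized vs. fed and 76.2% of 756 for insulin-neutralized vs. fasted birds. The median size of a called log2 fold change was 0.73, 0.72 and 0.79 in the same order.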

The majority of changes in expression were attributable to fasting, with 917 up-regulated and 863 down-regulated genes in fasted vs. fed adipose tissue. 

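Fasted birds had 921 probe sets higher and 873 lower than fed birds, and these stand for 548 named genes higher and 626 lower. Among named genes kept by the filter and called without overlap between the groups, the largest rise was in GJB1, which forms gap junction channels between cells. It went from 7.33 ± 0.73 to 12.74 ± 0.43 on the log2 scale (SD, n = 5 each), a 42.5-fold change (SE 0.34 on the log2 scale, adjusted p = 1.11e-06 from limma). MT3, a metallothionein, rose 20.8-fold, and LPIN1, a phosphatidate phosphatase of triacylglycerol synthesis that also acts on oxidation genes in the nucleus, rose 15.1-fold. ACVR1C, an activin receptor of adipocytes, rose 13.8-fold, and the orphan nuclear receptor NR4A2 rose 9.80-fold. PPP1R3B and PPP1R3C, which bring protein phosphatase 1 to glycogen, were 4.88-fold and 4.51-fold lower, and the ephrin receptor EPHB3 was 3.76-fold lower (adjusted p up to 0.00238 for these 7 genes). By more than 3-fold, 114 probe sets were higher and 39 lower, and 4627 had an unadjusted p under 0.05. Without fed birds 4 and 5, 1667 were called. The count fell to 1180 without fasted bird 4, to 1186 with no filter on low values, to 960 when only these 2 groups entered the fit, and to 1063 with 1 probe set per gene.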

Insulin neutralization altered expression of 92 genes, 72 of which were also differentially expressed with fasting (Figure 1A). 

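Insulin-neutralized birds had 50 probe sets higher and 42 lower than fed birds, or 29 and 36 named genes. With 1 probe set per gene, 26 of 9243 genes were higher and 29 lower, 0.595% in all. A count of 0 called genes in a list is near this share and is no result about the list. AOX1, an aldehyde oxidase, was 2.94-fold higher (log2 fold change 1.56, SE 0.32, adjusted p = 0.0473 from limma). EEPD1, a nuclease that acts at stalled replication forks, was 2.39-fold lower, and ANKRD9, an ankyrin repeat protein, was 2.19-fold lower (adjusted p = 0.0462 and 0.0449). AOX1 was no longer called without fasted bird 3, 4 or 5, any 1 fed bird or any 1 insulin-neutralized bird, EEPD1 without fasted bird 3, 4 or 5, fed bird 1, 3, 4 or 5 or insulin-neutralized bird 1, 2, 3 or 4 and ANKRD9 without fasted bird 4, any 1 fed bird or any 1 insulin-neutralized bird (adjusted p up to 0.134). Of the 92 probe sets, 72 (78.3%) were also called in fasted vs. fed birds, 40 of them higher and 32 lower. Independent lists of these sizes would share 2.47 higher and 1.97 lower. In simulations of unchanged groups, all arrays were redrawn around 1 mean per probe set from the residuals of their own group, with replacement. The redrawn fed arrays stood in both comparisons. These groups shared 68.5 on average, with a median of 0 and at most 1733. In 5 of 100 simulations they shared 72 or more, and in 8 of the 100, 92 or more were called between the insulin-neutralized and fed groups. With each array entered once, the mean shared was 55.4, and 5 of 100 shared 72 or more. When the fed arrays were split so that the comparisons had none in common, the median number shared was 11.5 (5 to 237.5 over 10 splits). With fewer fed arrays in each comparison, the calls in insulin-neutralized vs. fed birds ran from 7, of which 5 were shared, to 2622.5. The number shared in a split therefore cannot be set directly beside 72. In all, 3262 probe sets had an unadjusted p under 0.05. Leaving out 1 bird gave 7, 8, 9, 22 and 28 calls without insulin-neutralized birds 1 to 5, 61, 54 and 45 without fasted birds 1, 3 and 4, and 38, 142 and 35 without fed birds 1, 2 and 4. The shared calls then numbered 7, 7, 8, 19 and 24, then 45, 43 and 35, and 26, 103 and 30. The 92 and 72 calls became 41 and 33 with no filter, 55 and 42 with arrays centred on their medians, 6 and 5 with only the groups compared in the fit, 187 and 150 with array weights, 383 and 190 with the 3 comparisons adjusted together, 438 and 277 with a nested F test, 8 and 6 with the replicate block, and 31 and 27 without fed birds 4 and 5.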

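IFNAR1, a subunit of the type I interferon receptor, was 3.25-fold higher in fasted and 1.46-fold higher in insulin-neutralized than in fed birds (adjusted p = 1.87e-06 and 0.0476 from limma). ICA1, a protein of secretory vesicles, was 2.80-fold and 1.85-fold higher, and IP6K2, an inositol hexakisphosphate kinase, 2.68-fold and 1.78-fold higher. Lower under both treatments were the tyrosine phosphatase PTP4A3 (2.30-fold and 1.80-fold), the receptor kinase MST1R (2.20-fold and 1.72-fold) and the histone methyltransferase DOT1L (1.82-fold and 1.56-fold). Leaving out 1 bird ended no call of these 6 genes in fasted vs. fed birds. In insulin-neutralized vs. fed birds each call was lost without any 1 insulin-neutralized bird or fed bird 4, and that of IFNAR1 without any 1 of the 15 birds (adjusted p up to 0.143). Across all probe sets tested, which are not independent, the log2 fold changes of the treatments had a covariance of 0.0888 and a correlation of 0.552. Over 100 simulations, unchanged groups gave means of 0.0520 and 0.560 and at most 0.231 and 0.959. The covariance lies 0.0367 above the simulated mean and within the simulated range. With the fed arrays split, the median covariance was 0.0280 (0.0206 to 0.0643) and the median correlation 0.140 (0.103 to 0.329). Up to 83 probe sets were called in opposite directions in such a split, the one that parted fed birds 4 and 5 from the other fed birds. Over the 10 splits the median was 11.5 shared calls and 11.25 shared in the same direction. With p-values adjusted over the 3 comparisons together, 190 were called under both treatments and 1 of them in opposite directions, and with a nested F test 277 and 3.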

All genes that were affected by both treatments changed in the same direction (i.e., up- or down-regulated in both groups). Real-time RT-PCR was employed to validate differential expression based on the microarray data. Eleven genes were selected based on fold-change or biological functions of interest (Table 1). Differential expression under fasting versus fed conditions was validated for all genes except pre-B-cell leukemia homeobox 3 (PBX3). Ten of the eleven genes were also differentially expressed in insulin neutralized compared to fed birds based on QPCR.

**Figure 1:**
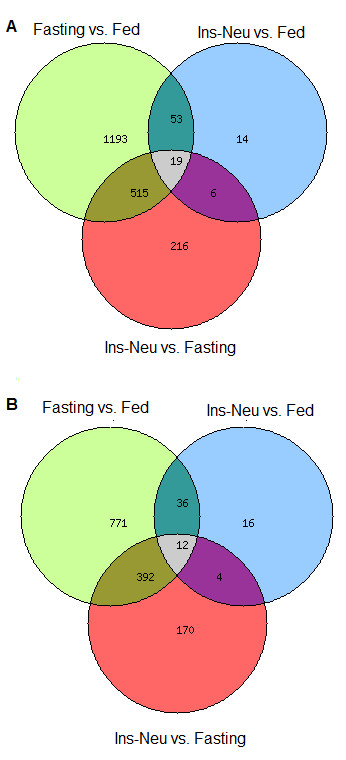
**Venn diagram of overlapping and unique effects of fasting and insulin neutralization on gene expression.** (**A**) A total of 2016 unique genes were differentially expressed (FDR adjusted p-value <0.05) between one or more pairwise treatment comparisons; (**B**) A total of 1401 genes with absolute fold change ≥1.5 among the differentially expressed genes.

**Table 1:** Fold change verification of gene expression by RT-PCR

**Gene symbol**	**Gene title**	**Microarray fold change**			**Quantitative PCR fold change**		
		**Fasting vs. Fed**	**Ins-Neu vs. Fed**	**Ins-Neu vs. Fasting**	**Fasting vs. Fed**	**Ins-Neu vs. Fed**	**Ins-Neu vs. Fasting**
FBXO8	F-box protein 8	4.16***	2.09**	−1.99***	2.59***	2.76***	1.06
DUSP5	Dual specificity phosphatase 5	9.43***	1.05	−8.98***	8.13***	1.69***	−4.82***
BNIP3	BCL2/adenovirus E1B 19 kDa interacting protein 3	2.98***	1.53	−1.95**	3.45***	2.26***	−1.52*
PBX3	Pre-B-cell leukemia homeobox 3	−1.62***	1.07	1.75***	−1.22	1.83***	2.22***
IL10RB	Interleukin 10 receptor, beta	1.74***	1.02	−1.71**	1.76***	1.42*	−1.24
EGR1	Early growth response 1	2.43*	−1.58	−3.86**	2.58***	−1.36	−3.52***
NAB1	NGFI-A binding protein 1 (EGR1 binding protein 1)	2.43***	1.06	−2.29***	1.67**	1.52**	−1.10
PDK4	Pyruvate dehydrogenase kinase, isozyme 4	17.28***	7.06**	−2.45**	18.33***	4.01***	−4.57***
CTSL2	Cathepsin L2	2.09***	1.55*	−1.35*	2.96***	2.053***	−1.44
AGTR1	Angiotensin II receptor, type 1	4.15 ***	2.05*	−2.02**	3.52**	1.72*	−2.05*
SESN1	Sestrin 1	1.86**	1.125	−1.65	1.58*	1.47*	1.07

FDR p-value: * p < 0.05, ** p < 0.005, *** p < 0.0005.

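On the arrays, DUSP5, a phosphatase that inactivates ERK in the nucleus, rose from 7.72 ± 0.49 in fed to 10.96 ± 0.32 in fasted birds on the log2 scale (SD, n = 5 each) and measured 7.71 ± 0.77 in insulin-neutralized birds. The F-box protein FBXO8 was 3.28-fold higher with fasting (SE 0.14 on the log2 scale, adjusted p = 1.19e-05 from limma) and 1.73-fold higher with insulin neutralization (adjusted p = 0.0338). CTSL2, a lysosomal protease that the array annotation calls CTSV, was 2.09-fold and 1.55-fold higher (adjusted p = 2.05e-05 and 0.0197). With fasting, BNIP3, which marks mitochondria for autophagy, rose 2.21-fold, NAB1, a corepressor of EGR1, 2.43-fold, and EGR1 itself, an immediate early transcription factor, 1.98-fold. SESN1, a sestrin that restrains mTORC1, rose 1.56-fold and IL10RB, a cytokine receptor subunit, 1.68-fold, while the homeobox gene PBX3 was 1.62-fold lower. Against fed birds, the log2 fold changes with insulin neutralization were 0.46 for BNIP3 (adjusted p = 0.0894), 0.47 for SESN1 (0.0599), -0.60 for EGR1 (0.220), 0.07 for NAB1, 0.04 for IL10RB and 0.06 for PBX3. BNIP3 was called there with array weights (0.0131), with the 3 comparisons adjusted together (0.0378), with a nested F test, without fed bird 5 (0.0453) and without fed birds 4 and 5 (0.0294), and SESN1 with trend and robust moderation (0.0382), with array weights (0.0386), with the 3 comparisons adjusted together (0.0185) and with a nested F test (up to 0.226 and 0.167 over the alternatives). In direct comparison with fasted birds, EGR1 was 2.99-fold, DUSP5 9.51-fold and NAB1 2.31-fold lower in insulin-neutralized birds (adjusted p up to 0.00187). In 4 fed birds and 1 insulin-neutralized bird NAB1 holds its lowest value, 5.06, so its folds against fasted birds are read as lower bounds. Against fed birds, FBXO8 was no longer called without fed bird 1 or any 1 insulin-neutralized bird (adjusted p up to 0.112), and CTSL2 without insulin-neutralized bird 1, 2 or 3 (up to 0.0771).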

Genes that were differentially expressed in at least one pairwise comparison were clustered to visualize the similarities between groups and to determine if insulin-neutralized expression profiles were more similar to fasted or to fed status. 

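Over the 2030 probe sets called in any comparison, scaled to equal variance, the mean Euclidean distance between birds was 40.4 within the fasted group, 33.2 within the insulin-neutralized group and 44.8 within the fed group. Fasted and fed birds lay 86.1 apart, insulin-neutralized and fed birds 55.1, and insulin-neutralized and fasted birds 66.6. Complete linkage divided into 3 clusters gave the 3 groups, each with its own 5 birds. These probe sets had been chosen because they differ between the groups. Over all 18612 probe sets kept by the filter, the earliest split set fed birds 4 and 5 apart from the other birds. With 1 minus the Pearson correlation and average linkage, the division into 3 clusters also set fed birds 4 and 5 apart.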

As shown in Figure 2A, samples within each of the three experimental groups clustered together. The dendrogram also showed that the fasting group was distant from fed and insulin-neutralized groups, which were closer to each other. 

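The mean distance of insulin-neutralized birds to fasted birds was 20.8% greater than that to fed birds. Each of the 5 lay farther from the fasted group, by 7.53% to 36.9% (21.3% ± 10.9% per bird, SD, n = 5). PHACTR1, a regulator of actin, measured 3.27 ± 0.74 on the log2 scale in insulin-neutralized, 3.77 ± 0.39 in fed and 6.00 ± 1.04 in fasted birds (SD, n = 5 each), and was at least 6.64-fold lower in insulin-neutralized than in fasted birds (adjusted p = 0.00395 from limma). SH3TC1, named for its SH3 domain, was 4.80-fold higher in insulin-neutralized than in fasted birds (adjusted p = 0.0190), and was no longer called without fasted bird 5 or insulin-neutralized bird 1 (up to 0.0526). NUDT12, a peroxisomal NADH pyrophosphatase, was 3.61-fold higher there (adjusted p = 0.00427), and 2.32-fold lower in fasted than in fed birds (adjusted p = 0.0247; no longer called without fasted bird 2 or 3 or fed bird 1 or 3, up to 0.0570). In all, 286 probe sets were higher and 470 lower in insulin-neutralized than in fasted birds. That count of 756 became 466, 485, 448, 436 and 458 without fasted birds 4 and 5 and insulin-neutralized birds 1, 3 and 5, 466 with no filter, 455 with 1 probe set per gene, 1789 with array weights and 1512 without fed birds 4 and 5. In complete linkage the earliest split parted the fed birds from both other groups, and with 1 minus the Pearson correlation and average linkage it parted the fasted birds, at a difference of 82.4%. The difference was 34.6%, 34.2% and 33.0% without fasted birds 1, 3 and 4, 3.34%, 10.3% and 34.4% without fed birds 2, 3 and 4, 44.4% without fed birds 4 and 5, and -7.06%, closer to fasted birds, over all probe sets kept by the filter.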

To further visualize relationships between treatments with regard to gene expression, distinct clusters of genes were extracted and submitted to gene set enrichment analysis to identify GO terms and pathways that were significantly overrepresented among genes contained in these clusters. Seven clusters represented four general patterns of similarities between treatments (Figure 2B). Clusters 1, 3 and 4 consisted of genes with higher expression in fasting compared to both insulin-neutralized and fed conditions, with insulin-neutralized intermediate between fasted and fed. This set of genes was significantly enriched in GO terms related to protein and lipid catabolism and to cell signaling, including regulation of the stress-sensitive NFκB cascade (Table 2). These three clusters were also enriched in members of the KEGG pathways ubiquitin mediated proteolysis, sphingolipid metabolism, PPAR signaling, fatty acid metabolism and the peroxisome. 

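Among the 921 probe sets higher in fasted than in fed birds, the insulin-neutralized mean was placed on a scale from 0, the fed mean, to 1, the fasted mean. PSME4, an activator of the proteasome, stood at 0.554, with 11.35 ± 0.31, 12.28 ± 0.28 and 13.03 ± 0.12 on the log2 scale in fed, insulin-neutralized and fasted birds (SD, n = 5 each). It was 3.19-fold higher in fasted and 1.90-fold higher in insulin-neutralized than in fed birds, and 1.68-fold lower in insulin-neutralized than in fasted birds (adjusted p = 2.42e-05, 0.0292 and 0.0174 from limma). C8orf22, a small protein of unclear function, stood at 0.598 and was 7.46-fold higher with fasting (adjusted p = 0.000752). Over the 921 the median position was 0.359. Of these, 452 (49.1%) lay between 0.25 and 0.75, 356 (38.7%) nearer to fed and 113 (12.3%) nearer to fasted birds. Over all 1794 called probe sets the median was 0.413, and the 5 insulin-neutralized birds had medians of 0.321 to 0.480, against -0.230 to 0.127 for fed and 0.933 to 1.14 for fasted birds. The probe sets were chosen on these fed and fasted birds, which draws both groups to the ends of the scale. With the fed arrays split between the calls and the position, the median was 0.360 (0.238 to 0.443 over 19 splits), and without fed birds 4 and 5 it was 0.350. PSME4 was no longer called in insulin-neutralized vs. fed birds without insulin-neutralized bird 1, 2, 3 or 4 (adjusted p up to 0.106).

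**Figure D1:**
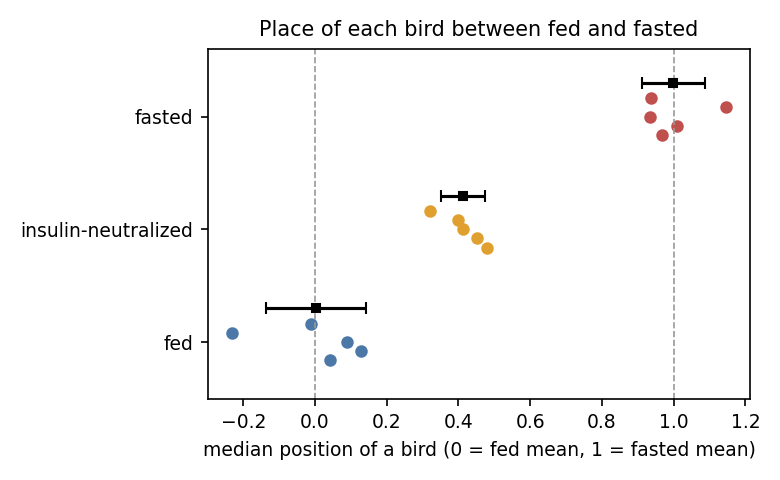
Median position of each bird over the probe sets called in fasted vs. fed birds, on a scale from the fed mean at 0 to the fasted mean at 1. Points are birds, and squares with bars are group means ± SD (n = 5); the insulin-neutralized birds lie at 0.321 to 0.480.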

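Of 77 genes of ubiquitin-mediated proteolysis measured, 10 were higher and 3 lower in fasted than in fed birds (13 and 3 adjusted over the list alone), and 64 did not pass the test. HERC4, a ubiquitin ligase, was 2.22-fold higher (log2 fold change 1.15, SE 0.26, adjusted p = 0.0135 from limma). SMURF2, a ligase for receptors and SMAD proteins of TGFβ signaling, was 2.08-fold higher, WWP1, a related ligase, 2.05-fold and CDC34, a ubiquitin-conjugating enzyme, 1.76-fold higher (adjusted p = 0.00283, 0.0292 and 0.0179). In insulin-neutralized birds the called higher genes stood at a median position of 0.572 between fed (0) and fasted (1) birds. Against all other genes tested the list was higher (adjusted p = 0.0232 from camera, and adjusted p = 0.395 with an estimated correlation). Without fed birds 4 and 5, in which the list was lowest, 5 genes were higher and 4 lower (adjusted p = 0.241). The list was not called without fed bird 4 (adjusted p = 0.0735), without fed bird 5 (0.0562) or with array weights (0.0900), and WWP1 without fasted bird 1, 3 or 4 or fed bird 4 or 5 (adjusted p up to 0.0782).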

The rate-limiting genes for fatty acid oxidation (ACOX1 and CPT1A), along with fatty acid binding proteins 5 and 6, are contained in these three clusters. 

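CPT1A, which passes long-chain fatty acids to carnitine at the mitochondrial membrane, was 2.26-fold higher in fasted than in fed birds (log2 fold change 1.17, SE 0.35, adjusted p = 0.0487 from limma). Its level was near the floor of the values, 4.14 ± 0.89 against 2.97 ± 0.30 on the log2 scale (SD, n = 5 each). Its log2 fold change in insulin-neutralized birds was 0.17 (adjusted p = 0.830). The fatty acid binding proteins FABP5 and FABP6, carriers of fatty acids and of bile acids, were 1.46-fold and 2.52-fold higher with fasting (adjusted p = 0.0331 and 0.000634). In insulin-neutralized birds their log2 fold changes against fed birds were 0.29 and 0.19 (adjusted p = 0.315 and 0.614). CPT1A was no longer called in fasted vs. fed birds without fasted bird 1, 2, 3 or 5, any 1 fed bird or insulin-neutralized bird 2, 3, 4 or 5 (adjusted p up to 0.104), nor with arrays centred on their medians or with array weights, and FABP5 without fasted bird 1, 2, 4 or 5 (up to 0.0836).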

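RGS1, which ends signaling by G protein-coupled receptors, was 8.22-fold higher in fasted than in fed birds, at 7.25 ± 0.47 against 4.21 ± 0.33 on the log2 scale (SD, n = 5 each, adjusted p = 1.19e-05 from limma), and measured 4.67 ± 0.46 in insulin-neutralized birds (log2 fold change 0.46, adjusted p = 0.360 against fed birds). NARF, a nuclear protein that binds prelamin A, was 7.42-fold higher with fasting, and SLC24A2, a sodium, calcium and potassium exchanger, 6.73-fold (adjusted p = 0.00196 and 0.00224). Their log2 fold changes with insulin neutralization were 0.29 and 0.18. APOA1, the main protein of high-density lipoprotein, was 2.33-fold higher with fasting and had a log2 fold change of -0.13 with insulin neutralization (adjusted p = 0.00134 and 0.755). In direct comparison, RGS1 was 5.98-fold, NARF 6.08-fold, SLC24A2 5.93-fold and APOA1 2.55-fold lower in insulin-neutralized than in fasted birds (adjusted p up to 0.00821). In 2 fed birds and 1 insulin-neutralized bird SLC24A2 holds its lowest value, 4.48, so its folds against fasted birds are read as lower bounds. A p above the threshold against fed birds does not show equal expression in these groups.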

Clusters 5 and 7 also contained genes with higher levels in fasted vs. the other two groups, but with comparable expression levels between insulin-neutralized and fed, and thus no clear effect of insulin loss. These two clusters were significantly enriched in pathways related to signaling and metabolism, including enzyme linked receptor protein signaling pathway (p = 0.0097) and in the KEGG pathways for glycerolipid metabolism and PPAR. 

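PPARD, a nuclear receptor that binds fatty acids, measured 8.32 ± 0.25 on the log2 scale in fasted, 7.65 ± 0.21 in insulin-neutralized and 8.09 ± 0.22 in fed birds (SD, n = 5 each). It was 1.59-fold lower in insulin-neutralized than in fasted birds (log2 fold change -0.67, SE 0.14, adjusted p = 0.0197 from limma), while its log2 fold change in fasted vs. fed birds was 0.23 (SE 0.14, adjusted p = 0.366). Of 13 genes of lipid-sensing nuclear receptors and cofactors measured, 4 were higher and 2 lower with fasting (6 and 3 adjusted over the list alone). NR1H3, a receptor of oxysterols that drives lipogenic genes, was 2.04-fold higher, and the corepressor NRIP1 1.83-fold higher (adjusted p = 0.000517 and 0.00463). PPARA lay near the floor of the scale, at 3.91 ± 0.20 in fasted and 3.80 ± 0.20 in fed birds. Against all other genes the list had adjusted p = 0.0802 from camera, and adjusted p = 0.297 with an estimated correlation. Without fasted bird 3 or fed bird 4 it passed (adjusted p = 0.0445 and 0.0403).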

Genes responsible for the latter enrichment include PPARΔ, which was recently shown to increase total oxidative metabolism in white adipose tissue [21]. Clusters 2 and 6 contained genes expressed at lowest levels in fasted chickens. 

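DYNLL2, a light chain of dynein, measured 12.19 ± 0.21 on the log2 scale in fed, 11.51 ± 0.08 in insulin-neutralized and 10.86 ± 0.19 in fasted birds (SD, n = 5 each). It was 2.52-fold lower in fasted and 1.60-fold lower in insulin-neutralized than in fed birds, and 1.57-fold higher in insulin-neutralized than in fasted birds (adjusted p = 1.3e-05, 0.0292 and 0.00555 from limma). GRAMD2, a protein of contact sites between membranes, was 2.37-fold and 1.69-fold lower than in fed birds (adjusted p = 1.52e-05 and 0.0183). ACSL6, which activates long-chain fatty acids, was 3.28-fold lower with fasting (adjusted p = 0.00707) and had a log2 fold change of -0.77 with insulin neutralization (adjusted p = 0.271). Among the 873 probe sets lower in fasted than in fed birds, 470 (53.8%) lay between 0.25 and 0.75 of the way from the fed to the fasted mean, 242 (27.7%) nearer to fed and 161 (18.4%) nearer to fasted birds, with a median of 0.447. With insulin neutralization against feeding, DYNLL2 was no longer called without fed bird 1 or 4 or any 1 insulin-neutralized bird (adjusted p up to 0.106), and GRAMD2 without insulin-neutralized bird 1, 2 or 3 (up to 0.0707).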

Genes in cluster 2 were expressed at intermediate levels in the insulin-neutralized group relative to fed and fasted. This set of genes was significantly enriched in GO annotations related to monosaccharide catabolic process and glucose metabolism, and in genes comprising the KEGG pathways for carbohydrate metabolism, TCA cycle and glycolysis (Table 2). 

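Of 15 glycolytic genes measured, 6 were lower and 0 higher in fasted than in fed birds (6 lower adjusted over the list alone; 9 did not pass). HK1, which phosphorylates glucose on its entry into the pathway, fell from 10.62 ± 0.33 to 9.51 ± 0.19 on the log2 scale (SD, n = 5 each), a 2.15-fold change (log2 fold change -1.11, SE 0.15, adjusted p = 0.000420 from limma). The mutase PGAM1 was 1.49-fold and LDHA, which turns pyruvate to lactate, 1.62-fold lower (adjusted p = 0.0105 and 0.0451). Of 18 genes of the TCA cycle and pyruvate dehydrogenase measured, 7 were lower and 0 higher (9 and 0 over the list alone). DLST, a subunit of the oxoglutarate dehydrogenase complex, was 1.71-fold lower (adjusted p = 0.00149), SUCLG1, a subunit of succinyl-CoA ligase, 1.63-fold and malate dehydrogenase MDH2 1.32-fold lower (adjusted p = 0.0356 and 0.0159). Against all other genes, glycolysis was lower (adjusted p = 0.00679 from camera, and adjusted p = 0.398 with an estimated correlation), as was the TCA cycle (adjusted p = 0.00170, and adjusted p = 0.398 with an estimated correlation). Glycolytic genes were highest in fed birds 4 and 5. Without these birds 3 were lower (adjusted p = 0.166 from camera), and 4 of the TCA cycle (adjusted p = 0.00352). Glycolysis had adjusted p = 0.0519 with array weights. LDHA was no longer called without fasted bird 1, 3, 4 or 5, fed bird 3, 4 or 5 or insulin-neutralized bird 1, 2, 4 or 5 (adjusted p up to 0.103), nor SUCLG1 without fasted bird 1, 2, 4 or 5 or fed bird 1, 2 or 4 (up to 0.0821).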

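RTN4R, a receptor of inhibitors of axon growth, measured 3.76 ± 0.91 on the log2 scale in fasted, 6.04 ± 0.17 in fed and 5.59 ± 0.58 in insulin-neutralized birds (SD, n = 5 each), and was 4.83-fold lower in fasted than in fed birds (adjusted p = 0.00172 from limma). FGFR3, a fibroblast growth factor receptor, was 4.34-fold lower with fasting, NPY4R, a receptor of pancreatic polypeptide, 3.93-fold and the skeletal muscle actin ACTA1 2.15-fold (adjusted p = 0.000399, 0.0109 and 0.0139). With insulin neutralization their log2 fold changes against fed birds were -0.45 for RTN4R, -0.54 for FGFR3, 0.25 for NPY4R and 0.14 for ACTA1 (adjusted p from 0.328 to 0.797). In direct comparison all 4 were higher in insulin-neutralized than in fasted birds, from 2.37-fold in ACTA1 to 4.67-fold in NPY4R (adjusted p up to 0.0147).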

Finally, cluster 6 consisted of genes that were also lowest in fasting but showed no clear effect of insulin loss, with similar expression in fed and insulin-neutralized groups. This set of genes was significantly enriched for the KEGG pathways steroid biosynthesis (p = 0.0043), glyoxylate and dicarboxylate metabolism (P = 0.012) and pyruvate metabolism (P = 0.033), along with a number of genes involved in lipid biosynthesis, which was the highest scoring GO category (p = 0.6). 

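Of 16 genes of cholesterol synthesis measured, 10 were lower and 0 higher in fasted than in fed birds (12 and 0 adjusted over the list alone), with a median log2 fold change of -1.26. NSDHL, which removes a methyl group from sterol intermediates, fell from 9.94 ± 0.76 to 7.27 ± 0.45 on the log2 scale (SD, n = 5 each), a 6.37-fold change (SE 0.35, adjusted p = 0.000416 from limma). HSD17B7, another enzyme of the late pathway, was 4.04-fold lower, FDFT1, which makes squalene, 3.41-fold, SQLE, the squalene epoxidase, 3.06-fold, and DHCR7, which makes cholesterol from its precursor, 2.83-fold (adjusted p up to 0.00490). In insulin-neutralized birds 0 of the 16 were called against fed birds by limma (1 lower over the list alone, 2 at an unadjusted p under 0.05), and the log2 fold changes of NSDHL, FDFT1 and SQLE were -0.30, -0.35 and 0.18. Against fasted birds, 9 were higher in insulin-neutralized birds and 0 lower (10 and 0 over the list alone), among them NSDHL (5.18-fold) and SQLE (3.47-fold). IDI2, an isomerase of isopentenyl diphosphate outside this list, was 3.81-fold lower with fasting and 2.95-fold higher in insulin-neutralized than in fasted birds (adjusted p = 0.00356 and 0.0239), the latter no longer called without fasted bird 1 or 4 or insulin-neutralized bird 2 or 4 (up to 0.0636). The list was lower with fasting (adjusted p = 2.09e-09 from camera, and adjusted p = 0.182 with an estimated correlation) and higher in insulin-neutralized than in fasted birds (adjusted p = 1.4e-10, and adjusted p = 0.178 with an estimated correlation). In insulin-neutralized vs. fed birds it had adjusted p = 0.261. The p of insulin-neutralized vs. fed birds was 0.00821 without fed bird 5, 0.0486 without insulin-neutralized bird 2, 0.0305 with array weights and 0.0335 without fed birds 4 and 5.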

Cluster 8 was a distinct, small cluster with variable expression within group and no significant GO or KEGG annotations. 

**Figure 2:**
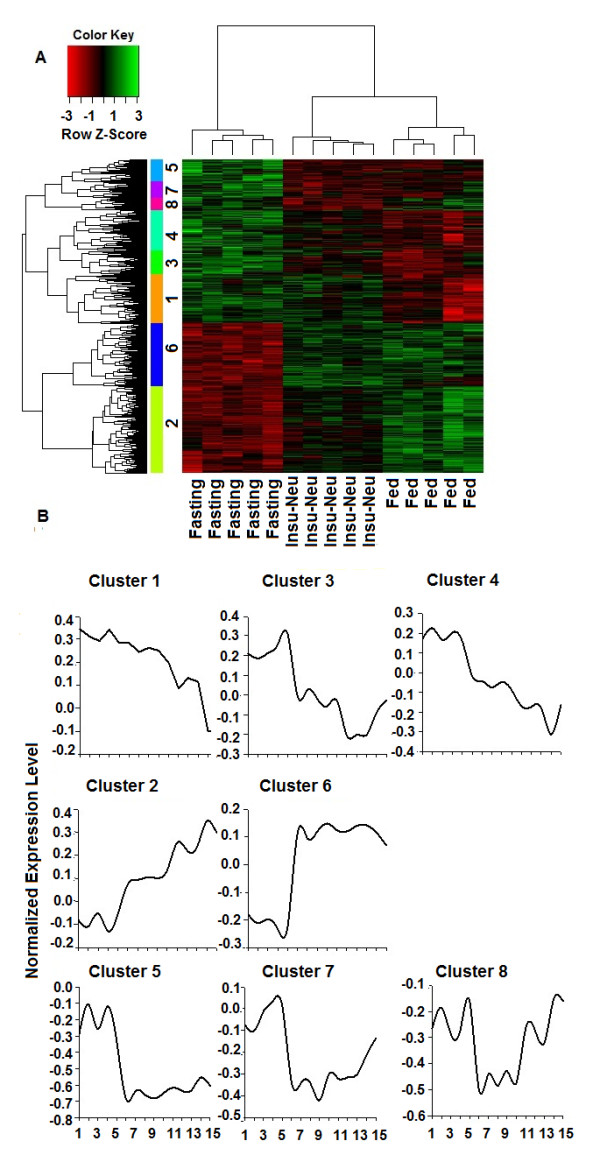
**Cluster analysis of differentially expressed genes.** The 2016 genes differentially expressed in one or both treatment groups vs. fed controls were subjected to hierarchical clustering to visualize similarities and differences between treatment groups. (**A**). Hierarchical cluster analysis of the 2016 genes (FDR adjusted p-value <0.05) that were differentially expressed between insulin-neutralized vs. fed and/or fasted vs. fed states. (**B**) Seven clusters (numbers) representing the most distinct effects of treatment were selected to further analyze expression profiles across treatments. Sample ID number on the X-axis corresponds to treatment group: sample 1–5, fasted; 6–10, insulin neutralized; 11–15,fed control. Y-axis represents relative gene expression value.

**Table 2:** Gene ontology (GO) and KEGG annotation for representative clusters of differentially expressed genes

**Cluster**	**Annotation**	**GO term (Biological Process, level 6 or 7) or KEGG pathway name**	**FDR p-value**
1, 3 and 4 (731 genes)	GO	Positive regulation of protein metabolic process	6.0 E-3
		Negative regulation of cellular macromolecule biosynthetic process	7.3 E-3
		Triglyceride metabolic process	1.0 E-2
		Negative regulation of gene expression	1.0 E-2
		Proteolysis involved in cellular protein catabolic process	1.0 E-2
		Negative regulation of kinase activity	1.5 E-2
		Regulation of transcription, DNA-dependent	2.1 E-2
		Protein phosphorylation	3.3 E-2
		Antigen receptor-mediated signaling pathway	3.3 E-2
		Regulation of phosphate metabolic process	3.4 E-2
		Regulation of kinase activity	3.4 E-2
		Regulation of I-kappaB kinase/NF-kappaB cascade	3.5 E-2
	KEGG	Ubiquitin mediated proteolysis	1.0 E-2
		Sphingolipid metabolism	1.8 E-2
		PPAR signaling pathway	2.4 E-2
		Fatty acid metabolism	4.6 E-2
		Peroxisome	5.0 E-2
2 (557 genes)	GO	Monosaccharide catabolic process	2.5 E-2
		DNA dependent DNA replication	3.6 E-3
		Hexose metabolic process	1.1 E-2
		Glucose metabolic process	1.4 E-2
		Regulation of cell shape	1.5 E-2
		DNA replication	1.5 E-2
		Nucleoside triphosphate metabolic	2.3 E-2
	KEGG	Glycolysis / Gluconeogenesis	4.9 E-4
		Citrate cycle (TCA cycle)	8.9 E-4
6 (402 genes)	KEGG	Steroid biosynthesis	4.4 E-3
		Glyoxylate and dicarboxylate metabolism	1.2 E-2
		Pyruvate metabolism	3.3 E-2
5 and 7 (250 genes)	GO	Enzyme linked receptor protein signaling pathway	9.7 E-3
		Regulation of cellular protein metabolic process	3.1 E-2
		Negative regulation of macromolecule metabolic process	3.5 E-2
		Transmembrane receptor protein serine/threonine kinase signaling pathway	3.6 E-2
		Negative regulation of protein metabolic process	3.7 E-2
		Positive regulation of cellular metabolic process	4.4 E-2
	KEGG	PPAR signaling pathway	1.0 E-4
		Glycerolipid metabolism	1.8 E-2
		MAPK signaling pathway	4.6 E-2

Global biological responses to fasting and to insulin neutralization were further characterized using KEGG pathway matching, based on genes with statistically significant differential expression (FDR < 0.05) and absolute fold-change ≥1.5. Genes altered exclusively by fasting represented a wide range of cellular pathways, indicating significant effects of even a five hour fast on adipose function and metabolism in chicken. 

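Over the 9243 named genes, 456 were higher and 533 lower in fasted than in fed birds, 10.7% in all. Of 42 genes of the respiratory chain measured, 0 were higher and 5 lower (9 adjusted over the list alone), with a median log2 fold change of -0.24. NDUFS1, the core subunit of complex I that carries iron-sulfur clusters, fell from 12.18 ± 0.18 to 11.65 ± 0.18 on the log2 scale (SD, n = 5 each), a 1.44-fold change (adjusted p = 0.0138 from limma). UQCRFS1, the iron-sulfur protein of complex III, was 1.36-fold and ATP5G1, a subunit of the ATP synthase ring, 1.38-fold lower (adjusted p = 0.0437 and 0.0221). Against all other genes the list was lower (adjusted p = 3.48e-06 from camera, and adjusted p = 0.404 with an estimated correlation). Its members were highest in fed birds 4 and 5, and without these birds 1 was lower (adjusted p = 0.00304 from camera). UQCRFS1 was no longer called without fasted bird 1, 2, 3 or 4, fed bird 1, 3, 4 or 5 or insulin-neutralized bird 1, 2, 3 or 4 (adjusted p up to 0.111), and ATP5G1 without fasted bird 4 (0.0620).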

Fasting exerted significant effects on pathways related to carbohydrate, amino acid and lipid metabolism and synthesis. 

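ACACB, whose product malonyl-CoA restrains carnitine palmitoyltransferase at the mitochondrial membrane, rose from 5.70 ± 0.93 in fed to 8.09 ± 0.43 in fasted birds on the log2 scale (SD, n = 5 each), a 5.25-fold change (log2 fold change 2.39, SE 0.39, adjusted p = 0.00172 from limma). Of 29 genes of fatty acid oxidation measured, 5 were higher and 1 lower (5 and 1 adjusted over the list alone). ABCD2, which carries very long-chain fatty acids into peroxisomes, was 5.04-fold higher, ACSL4, which activates polyunsaturated fatty acids, 3.10-fold and CROT, the peroxisomal carnitine octanoyltransferase, 1.68-fold (adjusted p = 1.19e-05, 0.000133 and 0.00167). The median log2 fold change of the 29 was -0.04 (camera, adjusted p = 0.456). MLYCD, which breaks down malonyl-CoA, had a log2 fold change of -0.43 (adjusted p = 0.153) and was called with array weights (0.0293) and without fed birds 4 and 5 (0.0278) (up to 0.323 over the alternatives). Of 16 genes of fatty acid synthesis, elongation and desaturation measured, 5 were lower and 0 higher (5 and 0 over the list alone). ACLY, which supplies cytosolic acetyl-CoA, was 1.88-fold lower, ACACA, which makes malonyl-CoA for synthesis, 1.88-fold and AACS, which activates acetoacetate, 2.24-fold (adjusted p = 0.00131, 0.0364 and 0.00515). Against all other genes this list had adjusted p = 0.0913 from camera, and adjusted p = 0.445 with an estimated correlation, and it passed without fasted bird 3 (adjusted p = 0.0355) and with the mean of all probe sets of a gene (0.0403). ACACA was no longer called without fasted bird 1, 2, 3 or 4 or fed bird 3, 4 or 5 (adjusted p up to 0.0832).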

Within the categories related to lipid metabolism, fasting up-regulated expression of genes involved in fatty acid oxidation (e.g., acyl-CoA oxidase 1 (ACOX1), acetyl-CoA carboxylase beta (ACACB), carnitine palmitoyltransferase 1A (CPT1A)) and down-regulated expression of genes that control fatty acid, cholesterol and triacylglycerol synthesis (e.g., 1-acylglycerol-3-phosphate O-acyltransferase 9 (AGPAT9), ATP citrate lyase (ACLY), farnesyl diphosphate synthase (FDPS), acetyl-Coenzyme A carboxylase alpha (ACACA) and acetoacetyl-CoA synthetase (AACS)). 

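Of 32 genes of amino acid degradation measured, 1 was higher and 7 were lower in fasted than in fed birds (1 and 7 adjusted over the list alone). BCAT1, which transaminates branched-chain amino acids, rose from 7.49 ± 0.30 to 8.61 ± 0.36 on the log2 scale (SD, n = 5 each), a 2.16-fold change (adjusted p = 0.00499 from limma). GLDC, the glycine decarboxylase, was 2.62-fold lower, MPST, which takes sulfur from mercaptopyruvate, 2.11-fold and the aspartate aminotransferase GOT1 1.62-fold (adjusted p up to 0.00933). Camera gave adjusted p = 0.0908, and adjusted p = 0.445 with an estimated correlation. The list passed without fasted bird 5 (adjusted p = 0.0331) and without fed bird 4 (0.0403). With fed birds 4 and 5 left out, 1 gene was higher and 3 were lower (adjusted p = 0.0620). Of 34 proteasome genes measured, 1 was higher, the activator PSME4, and 5 were lower (1 and 8 over the list alone). PSMB3, a subunit of the catalytic core, was 1.44-fold lower, the core subunit PSMA5 1.39-fold and PSMD1, of the regulatory particle, 1.32-fold (adjusted p = 0.0228, 0.0348 and 0.0340). The proteasome list was lower with fasting (adjusted p = 0.0186 from camera, and adjusted p = 0.582 with an estimated correlation). It was highest in fed bird 4, and without fed birds 4 and 5 it had 2 genes higher and 4 lower (adjusted p = 0.241). Its call was also lost without fed bird 4 alone (adjusted p = 0.0735), with array weights (0.0900) and with the mean of all probe sets of a gene (0.0663). PSMA5 was no longer called without fasted bird 1, 3, 4 or 5 or fed bird 1, 3 or 5 (adjusted p up to 0.0868), PSMB3 without fasted bird 1 or 4 (up to 0.0628) and PSMD1 without fasted bird 1, 3, 4 or 5 or fed bird 1 or 4 (up to 0.0759).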

Fasting also up-regulated expression of many genes involved in proteolysis and amino acid degradation. In addition to pathways highlighted by KEGG analysis, fasting down-regulated a number of genes (e.g., TGFβ, BMP) that mediate mesenchymal stem cell (MSC) commitment, an early step in the formation of new adipocytes ( Additional file 1). 

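Of 38 genes of TGFβ and BMP signaling measured, 6 were higher and 3 lower in fasted than in fed birds (7 and 4 adjusted over the list alone), and 29 did not pass the test. BMP2, a ligand of the pathway, rose from 6.30 ± 0.26 to 7.56 ± 0.37 on the log2 scale (SD, n = 5 each), a 2.40-fold change (log2 fold change 1.26, SE 0.17, adjusted p = 0.000374 from limma). RGMB, a coreceptor of BMP ligands, was 2.16-fold higher and ID1, a target of BMP signaling that holds back differentiation, 1.72-fold (adjusted p = 0.0347 and 0.0347). PMEPA1, which is induced by TGFβ and dampens it, was 2.75-fold lower (adjusted p = 0.00303). The other two lower genes, named after their values were seen, were the pseudoreceptor BAMBI and the inhibitor SMAD6. In insulin-neutralized birds the called higher genes stood at a median position of 0.202 between fed (0) and fasted (1) birds. Camera gave adjusted p = 0.320, and adjusted p = 0.736 with an estimated correlation. In the fit without fed birds 4 and 5, 2 were higher and 1 was lower (adjusted p = 0.0620). RGMB was no longer called without fasted bird 1, 2 or 4 or fed bird 1, 2, 3 or 4 (adjusted p up to 0.0759), and ID1 without fasted bird 1, 3, 4 or 5 or fed bird 1, 2, 3 or 5 (up to 0.0800).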

Finally, a number of phosphodiesterases were up-regulated with fasting, presumably in response to the increased plasma glucagon [18] and subsequent elevations in cyclic adenosine monophosphate (cAMP; Additional file 1). Collectively, these categories indicate that chicken adipose tissue responds to a relatively short duration (five hour) fast with sweeping changes in gene expression that suppress synthesis and storage of lipids and other macromolecules and up-regulate mobilization and metabolism of fatty acids and proteins.

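Of 14 phosphodiesterase genes measured, 4 were higher and 1 lower in fasted than in fed birds (6 and 1 adjusted over the list alone). PDE7B, which hydrolyses cAMP, rose from 4.83 ± 0.41 to 6.26 ± 0.66 on the log2 scale (SD, n = 5 each), a 2.68-fold change (log2 fold change 1.42, SE 0.27, adjusted p = 0.00511 from limma). PDE8A and PDE4B, also specific for cAMP, were 3.42-fold and 1.99-fold higher, and PDE3B, which carries the antilipolytic action of insulin in mammals, 1.62-fold (adjusted p = 0.0341, 0.0159 and 0.0192). With insulin neutralization the log2 fold changes of PDE7B, PDE8A, PDE4B and PDE3B against fed birds were 0.18, 1.26, -0.23 and 0.15 (adjusted p from 0.220 to 0.757). Against all other genes the list was higher with fasting (adjusted p = 0.00414 from camera, and adjusted p = 0.182 with an estimated correlation). It was lowest in fed birds 4 and 5, and without them 2 were higher and 1 lower (adjusted p = 0.0620). PDE8A was no longer called without fasted bird 1, 2, 3 or 4 or fed bird 4 or 5 (adjusted p up to 0.0840), and PDE3B without fasted bird 4 (0.0545).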

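Of 10 genes of lipolysis and the lipid droplet measured, 5 were higher and 1 lower in fasted than in fed birds (5 and 2 adjusted over the list alone). PNPLA8, a phospholipase of the patatin family, rose from 7.26 ± 0.48 to 9.60 ± 0.40 on the log2 scale (SD, n = 5 each), a 5.05-fold change (adjusted p = 4.49e-05 from limma). AQP9, a channel for glycerol, was 5.53-fold and PLIN2, a coat protein of lipid droplets, 2.26-fold higher (adjusted p = 0.000734 and 0.0293). The list was higher than other genes (adjusted p = 0.0162 from camera, and adjusted p = 0.297 with an estimated correlation), and without fed birds 4 and 5 it had 2 genes higher and 1 lower (adjusted p = 0.0180). Of 14 genes of triacylglycerol synthesis measured, 1 was higher and 2 lower (2 and 3 over the list alone; camera, adjusted p = 0.999). The higher gene was LPIN1 and the lower were DGAT2 and AGPAT9, a glycerol-3-phosphate acyltransferase that the annotation calls GPAT3, at 2.24-fold lower (adjusted p = 0.00643). PLIN2 was no longer called without fasted bird 1, 4 or 5 or fed bird 1, 3 or 5 (adjusted p up to 0.0626). The paper collects categories of genes changed in fasted birds, among them lipid synthesis, fatty acid oxidation, proteolysis, amino acid degradation, stem cell commitment and phosphodiesterases. From these it reads that a short fast suppresses synthesis and storage and raises the use of fatty acids and proteins.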

Loss of insulin action also resulted in significant effects on adipose gene expression, the majority of which overlapped with the response to fasting (Table 3; Additional file 2). 

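PCMTD1, a relative of protein repair methyltransferases, was 2.25-fold higher in fasted and 1.99-fold higher in insulin-neutralized than in fed birds, at 12.98 ± 0.20, 12.81 ± 0.19 and 11.81 ± 0.34 on the log2 scale (SD, n = 5 each). UHRF2, a ubiquitin ligase that reads modified DNA, was 1.89-fold and 1.73-fold higher, TBCK, a protein kinase relative that acts on mTOR signaling, 2.12-fold and 2.00-fold, and the zinc finger gene ZNF217 2.27-fold and 1.54-fold (adjusted p up to 0.0448 from limma). FAHD1, an oxaloacetate decarboxylase of mitochondria, was 1.61-fold and 1.56-fold lower, and BTBD11, a BTB domain protein, 1.58-fold and 1.55-fold (adjusted p up to 0.0425). BMT2, a methyltransferase that the paper lists as LOC417776, was 1.84-fold and 1.62-fold higher (adjusted p = 0.000302 and 0.0197), the latter call lost without insulin-neutralized bird 1, 2 or 3 (up to 0.0812). Of the 72 probe sets called under both treatments, 52 were not called between insulin-neutralized and fasted birds and 20 were. In all, 43 of the named genes were called in insulin-neutralized vs. fed birds. Of these calls 39 ended when 1 of the 15 birds was left out, and 34 without fed birds 4 and 5. PCMTD1, UHRF2, TBCK, ZNF217, FAHD1 and BTBD11 each lost this call without insulin-neutralized bird 1, 2 or 3, and all but PCMTD1 and UHRF2 also without fed bird 4 (adjusted p up to 0.119).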

Several genes central to energy metabolism were affected. 

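DGAT2, an enzyme of the endoplasmic reticulum and lipid droplet surface, measured 11.07 ± 0.31 on the log2 scale in fed, 7.68 ± 0.75 in fasted and 8.46 ± 0.28 in insulin-neutralized birds (SD, n = 5 each). Its log2 fold change against fed birds was -3.39 in fasted and -2.61 in insulin-neutralized birds (SE 0.29 for both, adjusted p = 1.46e-05 and 0.00367 from limma). In both comparisons the 5 treated birds lay under all 5 fed birds. Between insulin-neutralized and fasted birds the log2 fold change was 0.79 (adjusted p = 0.170). These values come from its probe set with the highest mean. The other had log2 fold changes of -0.53 in fasted and -0.45 in insulin-neutralized vs. fed birds and was not called (adjusted p = 0.122 and 0.276). AGPAT2, which acylates lysophosphatidate upstream in the pathway, had log2 fold changes of -0.04 and -0.48 against fed birds (adjusted p = 0.875 and 0.0766). With insulin neutralization it was called with the 3 comparisons adjusted together (0.0306), with a nested F test and without fed bird 1 (0.0483) (up to 0.201 over the alternatives).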

Diacylglycerol O-acyltransferase homolog 2 (DGAT2), which catalyzes the final and only committed step in triacylglycerol synthesis, was down-regulated (10.5-and 6.1-fold, respectively, fasted and insulin neutralized) in both treatment groups relative to the fed group. Conversely, acyl-Coenzyme A binding domain containing 5 (ACBD5) and pyruvate dehydrogenase kinase 4 (PDK4) were significantly up-regulated in both treatments relative to fed controls. 

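PDK4 rose from 10.63 ± 0.81 on the log2 scale in fed birds to 14.74 ± 0.18 in fasted and 13.45 ± 0.49 in insulin-neutralized birds (SD, n = 5 each). This is 17.3-fold and 7.06-fold higher (SE 0.33 on the log2 scale, adjusted p = 1.01e-05 and 0.00375 from limma), and it was 2.45-fold lower in insulin-neutralized than in fasted birds (adjusted p = 0.0420). The kinase MAPK14, of the p38 group, had log2 fold changes of -0.01 and 0.12 against fed birds (adjusted p = 0.950 and 0.539). ACBD5, whose product binds acyl-CoA at the peroxisome membrane, was 2.50-fold and 1.71-fold higher than in fed birds (SE 0.15, adjusted p = 9.56e-05 and 0.0359), at 12.30 ± 0.21 and 11.75 ± 0.19 against 10.98 ± 0.28. Of its 4 probe sets, 2 were called in both comparisons. The other 2 were 6.85-fold and 5.28-fold higher with fasting (adjusted p = 0.0161 and 0.00954), with log2 fold changes of 0.17 and 0.17 with insulin neutralization (adjusted p = 0.916 and 0.890). Against fed birds, the call of PDK4 with insulin neutralization was lost only when no more than these 2 groups entered the fit, and ACBD5 without fasted bird 1, 3 or 5, fed bird 1, 3 or 4 or any 1 insulin-neutralized bird (adjusted p up to 0.118). Between insulin-neutralized and fasted birds PDK4 was no longer called without any 1 fasted bird, fed bird 1, 2 or 3 or insulin-neutralized bird 2, 3, 4 or 5 (up to 0.104).

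**Figure D2:**
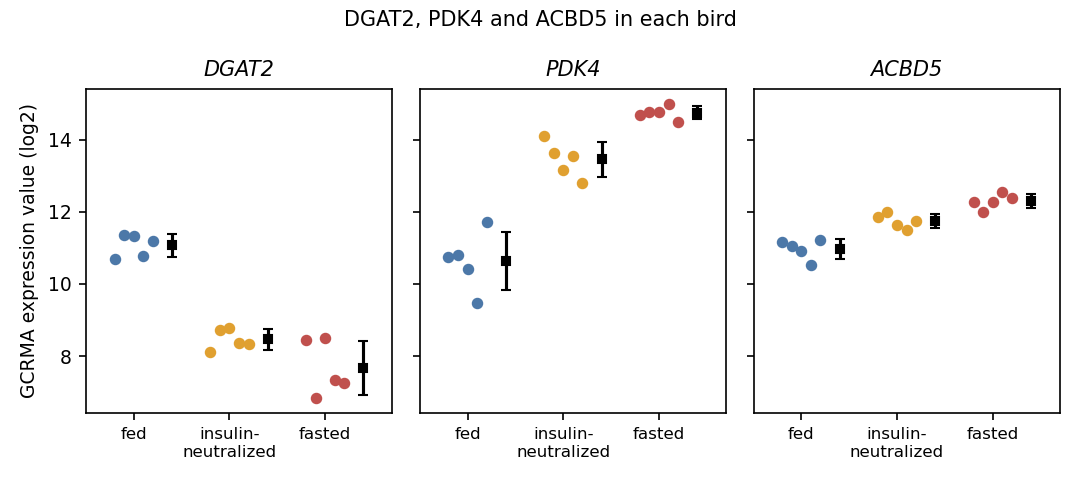
GCRMA log2 values of DGAT2, PDK4 and ACBD5 per bird in the fasted, fed and insulin-neutralized groups. Points are birds, and squares with bars are group means ± SD (n = 5); in all 3 genes no fed bird overlaps a fasted or an insulin-neutralized bird.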

ACBD5 is one of a family of long chain fatty acyl CoA trafficking proteins that play roles in both triglyceride synthesis and beta-oxidation [22]. PDK4, which was up-regulated vs. fed by ~ 17-fold with fasting and 6-fold with insulin neutralization, acts as a fuel switch by phosphorylating and inactivating pyruvate dehydrogenase, shifting metabolism from glycolysis to fatty acid oxidation [23]. 

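AGTR1 measured 11.61 ± 0.25 on the log2 scale in fasted, 10.60 ± 0.26 in insulin-neutralized and 9.56 ± 0.41 in fed birds (SD, n = 5 each). It was 4.15-fold higher in fasted than in fed birds (SE 0.19 on the log2 scale, adjusted p = 2.42e-05 from limma), 2.05-fold higher in insulin-neutralized than in fed birds (adjusted p = 0.0352) and 2.02-fold lower in insulin-neutralized than in fasted birds (adjusted p = 0.00929). All 10 treated birds lay above all 5 fed birds. AGTR1 in insulin-neutralized vs. fed birds was no longer called without fasted bird 4, fed bird 3 or 4 or any 1 insulin-neutralized bird (adjusted p up to 0.115).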

Fasting and insulin neutralization also up-regulated expression of the type I angiotensin II receptor (AGTR1). Angiotensin II alters adipocyte lipid metabolism and insulin signaling [24-26], and increased AGTR1 expression in adipose tissue is associated with enhanced insulin sensitivity [27]. 

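Of 43 chaperone and protein folding genes measured, 10 were lower and 3 higher in fasted than in fed birds (16 and 4 adjusted over the list alone). In insulin-neutralized vs. fed birds 5 were lower and 0 higher (20 and 1 over the list alone), with a median log2 fold change of -0.32. HSPA5, the main chaperone of the endoplasmic reticulum, was 1.75-fold lower in fasted and 1.76-fold lower in insulin-neutralized birds, at 13.73 ± 0.23 and 13.72 ± 0.17 against 14.53 ± 0.24 on the log2 scale in fed birds (SD, n = 5 each, adjusted p = 0.00239 and 0.0292 from limma). AHSA1, which activates HSP90, was 1.48-fold and 1.62-fold lower (adjusted p = 0.00106 and 0.00510), and DNAJA1, a cochaperone of HSP70, 2.35-fold lower in fasted birds (adjusted p = 0.00177). The list was lower than other genes in insulin-neutralized (adjusted p = 5.31e-07 from camera, and adjusted p = 0.632 with an estimated correlation) and in fasted birds (adjusted p = 0.00230, and adjusted p = 0.398 with an estimated correlation). Of 52 genes of ribosome biogenesis and translation measured, 3 were lower in fasted and 1 in insulin-neutralized birds, and 0 higher in either (3 lower in each over the list alone; camera, adjusted p = 0.962 and 0.0630). AIMP2, a scaffold of aminoacyl-tRNA synthetases, was 1.43-fold and 1.49-fold lower (adjusted p = 0.00542 and 0.0316), and NOLA2, of the complex that modifies ribosomal RNA, 1.58-fold in fasted birds (log2 fold change -0.81, adjusted p = 0.0504 in insulin-neutralized birds). HSPA5 and AIMP2 in insulin-neutralized vs. fed birds were no longer called without fed bird 1 or 4 or any 1 insulin-neutralized bird (adjusted p up to 0.109), and in fasted birds NOLA2 without fasted bird 3 or 4 (up to 0.0629). The ribosome list passed in insulin-neutralized vs. fed birds with no filter (adjusted p = 0.0414), with array weights (0.00808), without fed bird 4 (0.0155), fed bird 5 (0.0276) or insulin-neutralized bird 2 (0.0486), and without fed birds 4 and 5 together (0.00276).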

Finally, a number of genes regulated by both fasting and insulin neutralization function in general processes related to protein synthesis. 

**Table 3:** Shared effects of fasting and insulin-neutralization on differential gene expression

**Gene symbol**	**Gene title**	**Fold change Insu-Neu vs. Fed**	**Fold change Fasting vs. Fed**
**Up-regulated genes**			
PDK4	pyruvate dehydrogenase kinase, isozyme 4	7.06	17.28
AOX1	aldehyde oxidase 1	2.94	6.66
PLEKHH2	pleckstrin homology domain containing, family H (with MyTH4 domain) member 2	2.41	2.77
FBXO8	F-box protein 8	2.09	4.15
AGTR1	angiotensin II receptor, type 1	2.04	4.15
PCMTD1	protein-L-isoaspartate (D-aspartate) O-methyltransferase domain containing 1	1.99	2.25
PSME4	proteasome (prosome, macropain) activator subunit 4	1.97	3.86
ICA1	islet cell autoantigen 1, 69 kDa	1.85	2.8
IP6K2	inositol hexakisphosphate kinase 2	1.77	2.75
UHRF2	ubiquitin-like, containing PHD and RING finger domains, 2	1.72	1.89
ACBD5	acyl-Coenzyme A binding domain containing 5	1.72	2.51
LOC417776	similar to hypothetical protein	1.62	1.84
CTSL2	cathepsin L2	1.54	2.09
ZNF217	zinc finger protein 217	1.54	2.6
IFNAR1	Interferon (alpha, beta and omega) receptor 1	1.52	3.47
**Down-regulated genes**			
DGAT2	diacylglycerol O-acyltransferase homolog 2 (mouse)	6.1	10.5
EEPD1	endonuclease/exonuclease/phosphatase family domain containing 1	2.4	2.17
ANKRD9	ankyrin repeat domain 9	2.19	1.98
DLST	dihydrolipoamide S-succinyltransferase (E2 component of 2-oxo-glutarate complex	1.95	1.76
PTP4A3	protein tyrosine phosphatase type IVA, member 3	1.8	2.3
HSPA5	heat shock 70 kDa protein 5 (glucose-regulated protein, 78 kDa)	1.76	1.74
NOLA2	nucleolar protein family A, member 2 (H/ACA small nucleolar RNPs)	1.73	1.57
MST1R	macrophage stimulating 1 receptor (c-met-related tyrosine kinase)	1.71	2.2
GRAMD2	GRAM domain containing 2	1.69	2.37
DHDDS	dehydrodolichyl diphosphate synthase	1.63	1.58
DYNLL2	dynein, light chain, LC8-type 2	1.6	2.52
CDT1	chromatin licensing and DNA replication factor 1	1.57	1.51
FAHD1	fumarylacetoacetate hydrolase domain containing 1	1.56	1.61
DOT1L	DOT1-like, histone H3 methyltransferase (S. cerevisiae)	1.56	1.82
BTBD11	BTB (POZ) domain containing 11	1.55	1.71

FDR p-value <0.05.

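Of the 92 probe sets called in insulin-neutralized vs. fed birds, 20 were not called in fasted vs. fed birds, 10 of them higher and 10 lower. They stand for 15 named genes, 5 higher and 10 lower, and 3 are unnamed. SLC2A11L5, a hexose transporter relative that the paper lists as LOC416916, was 1.99-fold higher, and SEPT10, a septin that the annotation calls SEPTIN14, 1.74-fold (adjusted p = 0.0338 and 0.0377 from limma). The chaperonin subunit CCT3 was 1.62-fold lower, at 8.45 ± 0.16 against 9.15 ± 0.21 on the log2 scale in fed birds (SD, n = 5 each, adjusted p = 0.0197). BAK1, which opens the mitochondrial membrane in apoptosis, was 1.83-fold, ULK3, a kinase of autophagy, 1.79-fold, the histone methyltransferase SETD7 1.62-fold and the constitutive chaperone HSPA8 1.43-fold lower (adjusted p up to 0.0470). Their log2 fold changes in fasted vs. fed birds ran from -0.30 in CCT3 to -0.09 in HSPA8 among the lower genes, and were 0.32 and 0.41 for SLC2A11L5 and SEPT10. CCT3 was called in fasted vs. fed birds without fed bird 3 (adjusted p = 0.0329). A direct comparison with fasted birds called 6 of the 20 probe sets, among them HSPA8 (1.34-fold lower), BAK1 (1.61-fold) and ULK3 (1.56-fold). This call was lost for HSPA8 without fasted bird 4 or insulin-neutralized bird 1, 4 or 5, for BAK1 without fasted bird 1, 2, 3 or 4, fed bird 2 or 3 or any 1 insulin-neutralized bird and for ULK3 without any 1 fasted bird, fed bird 2, 3, 4 or 5 or insulin-neutralized bird 1, 3 or 5 (adjusted p up to 0.113). MAGI1 and TCP11X2, which the paper lists as TCP11L2, have another probe set that was called in fasted vs. fed birds. The one of TCP11X2 counted here was itself called in fasted vs. fed birds with arrays centred on their medians (adjusted p = 0.0422) and without fed bird 2 (0.0377). TCP11X2 was 2.08-fold higher and the nuclear protein TOE1 1.57-fold lower with insulin neutralization (adjusted p = 0.0377 and 0.0338), no longer called without fasted bird 1, 3, 4 or 5, fed bird 1 or 4 or any 1 insulin-neutralized bird and without fed bird 1, 4 or 5 or any 1 insulin-neutralized bird in this order (up to 0.119 and 0.112). The cochaperone ST13, ST13P5 in the annotation, had adjusted p = 0.158 on its probe set with the highest mean and 0.0462 on another. Without 1 bird the call against fed birds ended for CCT3, SLC2A11L5, SEPT10, BAK1, ULK3, SETD7 and HSPA8, with insulin-neutralized bird 1, 2 or 3 left out for CCT3 (adjusted p up to 0.0756) and any of at least 7 birds for each of the others (up to 0.118).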

A total of thirteen genes (four up-regulated and nine down-regulated) were differentially expressed only with insulin neutralization (Table 4). 

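GCG, whose product yields glucagon and glucagon-like peptides, measured 8.36 ± 0.22 on the log2 scale in insulin-neutralized, 6.82 ± 0.71 in fed and 7.68 ± 0.24 in fasted birds (SD, n = 5 each). Its log2 fold change in insulin-neutralized vs. fed birds was 1.54 (SE 0.27, adjusted p = 0.0316 from limma), with all 5 insulin-neutralized birds above all fed birds. In fasted vs. fed birds it was 0.86 (adjusted p = 0.0583), and between insulin-neutralized and fasted birds 0.68 (adjusted p = 0.194). The glucagon receptor gene, GCGR in the array annotation, measured 7.42 ± 0.52, 8.89 ± 0.50 and 8.21 ± 0.49 in the same order. Its log2 fold change was -1.47 in insulin-neutralized vs. fed birds (SE 0.30, adjusted p = 0.0476), -0.68 in fasted vs. fed birds (adjusted p = 0.180) and -0.80 between insulin-neutralized and fasted birds (adjusted p = 0.173). Of 3 proglucagon system genes measured, 1 was higher and 1 lower with insulin neutralization (1 and 1 adjusted over the list alone), and 0 were called with fasting by limma (1 higher over the list alone, 2 at an unadjusted p under 0.05). GCG was no longer called without fed bird 4 or insulin-neutralized bird 1, 2, 3 or 4 (adjusted p up to 0.106), nor GCGR without fasted bird 1, 3, 4 or 5, fed bird 1, 4 or 5 or any 1 insulin-neutralized bird (up to 0.136). GCG was called in fasted vs. fed birds with quantile normalization (0.0391), with arrays centred on their medians (0.0438), with the replicate block (0.0405), with a nested F test, without fed bird 1 (0.0431) and without fed bird 2 (0.0271), and in insulin-neutralized vs. fasted birds with only these groups in the fit (0.0262), with array weights (0.0393) and without fed birds 4 and 5 (0.0122) (up to 0.149 and 0.426 over the alternatives). Without fed birds 4 and 5, GCGR had adjusted p = 0.208.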

The most interesting of these responses were upregulation of GCG, which encodes preproglucagon (fold change = 2.91), in parallel with downregulation of the glucagon receptor (LOC425670, fold change = −2.77). Other genes uniquely affected by insulin have less clear relevance to adipose biology according to current knowledge.

**Table 4:** Unique effects of insulin neutralization on differential gene expression

**Up-regulated genes**			**Down-regulated genes**		
**Gene symbol**	**Gene title**	**Fold change**	**Gene symbol**	**Gene title**	**Fold change**
GCG	Glucagon	2.91	LOC425670	glucagon receptor precursor	2.77
TCP11L2	t-complex 11 (mouse)-like 2	2.08	BAK1	BCL2-antagonist/killer 1	1.83
LOC416916	hypothetical LOC416916	1.98	CCT3	chaperonin containing TCP1, subunit 3 (gamma)	1.62
MAGI1	membrane associated guanylate kinase, WW and PDZ domain containing 1	1.84	SETD7	SET domain containing (lysine methyltransferase) 7	1.62
SEPT10	septin 10	1.79	ST13	suppression of tumorigenicity 13 (colon carcinoma) (Hsp70 interacting protein)	1.62
LSM14A	LSM14A, SCD6 homolog A (S. cerevisiae); similar to LSM14 homolog A (SCD6, S. cerevisiae)	1.71	AHSA1	AHA1, activator of heat shock 90 kDa protein ATPase homolog 1 (yeast)	1.62
			TOE1	target of EGR1, member 1 (nuclear)	1.59
			AZIN1	antizyme inhibitor 1	1.56

FDR p-value <0.05.

Tissue metabolomic analysis was used to identify the metabolic intermediates that were altered by fasting and insulin neutralization. A total of 92 metabolites were detected based on signal-to-noise ratios ( Additional file 3). It is worth noting that glucose-6-phosphate content was similar in fasted or “diabetic” *vs.* fed status, despite a large range of plasma glucose levels (232–747 mg/100 ml). A total of 12 metabolites were significantly different between treatment groups based on p < 0.05 and an additional five were suggestive of significance (p < 0.10; Table 5). Tissue levels of amino acids were consistently lower in fasted vs. fed tissue, with statistically significant reductions in asparagine and glutamine (p < 0.01). Presumably, these effects were due to a change in the balance of protein synthesis/proteolysis and to the catabolism of carbon skeletons for energy in response to energy restriction, which is consistent with up-regulated expression of genes involved in amino acid catabolism (Figure 3). They may also reflect a decrease in plasma amino acid supply as suggested by the decrease in total plasma amino acid levels (evaluated by the content in total α-NH_2_-non-protein nitrogen (αNH_2_NPN), i.e., mostly total amino acids), as compared to fed controls [18]. In contrast to fasting, tissue amino acid levels tended to be increased in insulin-neutralized vs. fed, although only glutamine showed a statistically significant response. Comparison of insulin-neutralized vs. fasted chickens highlights the divergent effects of treatments on amino acids (Figure 4). Alanine, arginine, asparagine, glutamine, histidine, proline, serine, threonine and tyrosine levels were all significantly higher in insulin-neutralized vs. fasted, with differences ranging from 1.7- to 3.4-fold. Two metabolites related to glucose metabolism, D-glucono-1,5-lactone-6-phosphate and glycerol-3-phosphate, were lower in both fasted and insulin-neutralized treatments vs. fed, with the latter comparison nearing statistical significance (p < 0.1). D-glucono-1,5-lactone-6-phosphate is a product of glucose-6-phosphate dehydrogenase (G6PDH), an enzyme that, in mammals is insulin-sensitive and rate-limiting for pentose phosphate pathway activity and production of cellular NADPH, an important cofactor for lipid metabolism [28]. However, pentose phosphate pathway activity is intrinsically low in chicken and is not stimulated when lipogenesis is high; the production of cellular NADPH is more closely related to malic enzyme activity [29]. Glycerol-3-phosphate is a product of both glucose and pyruvate metabolism and is used in triacylglycerol synthesis. Lower levels with both treatments may reflect glycerol demand for fatty acid reesterification in light of the apparent increase in lipolysis in both treatment groups [18]. 

**Table 5:** Fold change of fasting and insulin neutralization on adipose tissue metabolites

**Metabolite**	**Fasting/ Fed**	**Ins-Neu/ Fed**	**Ins-Neu/ Fasting**
adenosine	0.57	1.21	2.12*
alanine	0.66	1.57	2.38***
arginine	0.75	1.34	1.78**
asparagine	0.47***	1.00	2.15***
D-glucono-1,5-lactone-6-phosphate	0.86	0.75*	0.87
glutamine	0.48***	1.64*	3.43****
glycerol-3-phosphate	0.82	0.72*	0.87
histidine	0.64	1.38	2.17***
hypoxanthine	1.31	0.80	0.61**
N-acetyl-glutamate	0.64	1.34	2.09*
N-acetyl-L-serine	0.23**	1.70	7.30***
ornithine	0.77	1.59	2.05*
proline	0.63	1.50	2.39***
serine	0.67	1.61	2.39***
threonine	0.77	1.38	1.80**
tyrosine	0.74	1.30	1.76**
a hexose-phosphate	1.05	1.32**	1.26*

* p < 0.10, ** p < 0.05, *** p < 0.01, **** p < 0.001.

**Figure 3:**
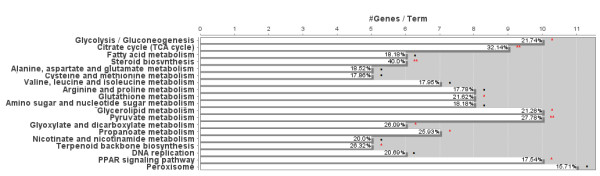
**KEGG pathway analysis of genes differentially expressed in fasting vs. fed.** Genes differentially expressed in fasting vs. fed were matched to KEGG pathway membership using ClueGO. The percentage and #genes/term indicates the percentage and number of the genes in the pathway that are contained in the set of genes altered by fasting. · p < 0.1 * p < 0.05 **, p < 0.01, based on Benjamini-corrected p-value.

**Figure 4:**
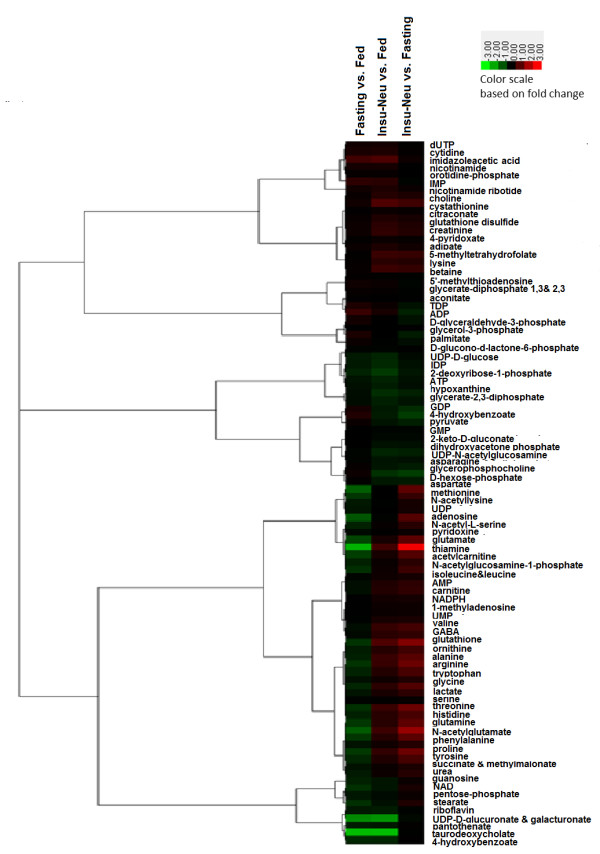
**Heat map of metabolites.** The median value of each metabolite in each treatment group was used to calculate fold-change of fasted vs. fed, insulin-neutralized (insneut) vs. fed, and insulin-neutralized vs. fasted, and then values were subjected to hierarchical clustering.

Correlated patterns of gene expression and metabolite abundance were extracted using hierarchical clustering to interconnect treatment effects on transcripts and metabolites. Clusters 2 and 3 contained genes and metabolites with lower abundance in fasted vs. fed or insulin neutralized tissue. The two clusters differed with respect to the insulin neutralized group: cluster 3 contained analytes at intermediate levels between fasted and fed, while cluster 2 contained those at levels comparable to or greater than fed. Twelve of the 17 metabolites with statistically suggestive or significant effects of treatment, including all of the amino acids and amino acid derivatives ( Additional file 4), were present in cluster 2 along with a set of genes that included the p85α regulatory subunit of PI3 kinase (PIK3R1), as well as ME, malonyl CoA decarboxylase and ELOVL6. Cluster 3 contained several metabolites including both NAD + and NADPH and was significantly enriched in GO annotations related to carbohydrate metabolism and in the KEGG pathways TCA cycle, glycolysis/gluconeogenesis, pyruvate metabolism and steroid biosynthesis (p < 0.05; Additional file 4). Clusters 7 and 8 consisted of genes and metabolites with higher levels in fasted than in the other two treatment groups. These clusters were significantly enriched in GO categories PPAR signaling and negative regulation of cellular biosynthesis and also contained citrate and pyruvate (p < 0.05; Additional file 4).

## Discussion

Despite roles as both a domestic food animal of worldwide economic importance and a widely used model organism with relevance for human obesity and insulin resistance, few studies have examined regulation of gene expression in chicken adipose tissue. To our knowledge, no studies of nutritional regulation of chicken adipose tissue at the genomic level have been reported in the published literature. Likewise, although insulin is the most well-defined hormonal mediator of metabolism in mammalian adipose tissue, its role in chicken remains to be clarified. Therefore the current study addressed two objectives: 1) characterize the transcriptomic and metabolomic response to energy manipulation as a step toward enhanced understanding of adipose biology in chicken; and 2) identify the effects of insulin on chicken adipose tissue by including a group of birds in which insulin action was blocked by immunoneutralization with an anti-insulin antibody. We sought to both identify potential new targets for genetic selection or management strategies to reduce fat accumulation in commercial broilers and to further develop chicken as a model organism for studies of human obesity.

Although intrinsic lipogenic activity is low in chicken adipose tissue, genes involved in fatty acid synthesis and storage were suppressed and those in fatty acid mobilization and oxidation were up-regulated by fasting. The 40 down-regulated genes with fold changes greater than three were significantly enriched for the GO annotation lipid biosynthetic process (FDR <0.05), including genes that control triglyceride synthesis (DGAT2 and AGPAT9) and fatty acid synthesis (ACACA, ACLY and ME), elongation (ELOVL6), and desaturation (FADS1). 

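In fasted vs. fed birds 39 probe sets were lower by more than 3-fold, and these stand for 27 named genes. Among the genes of fatty acid metabolism, ME1, which makes NADPH for synthesis, was 1.71-fold lower, at 9.95 ± 0.20 against 10.73 ± 0.38 on the log2 scale (SD, n = 5 each, adjusted p = 0.00901 from limma), and FADS1, a desaturase of polyunsaturated fatty acids, 1.99-fold (adjusted p = 0.0161). ELOVL6, which elongates palmitate, had a log2 fold change of -0.16 on the probe set with the highest mean of its 3 (SE 0.18, adjusted p = 0.636). Genes of the isoprenoid and cholesterol pathway passed 3-fold, among them FDPS, which makes farnesyl diphosphate, at 3.24-fold lower (adjusted p = 0.00322). So did the small GTPase RASD1, at 3.79-fold lower (adjusted p = 0.0221; not called with no filter on low values).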

AGPAT9 and DGAT2 catalyze the initial and final steps, respectively, of *de novo* triglyceride synthesis. ACLY is the main enzyme for synthesis of cytosolic acetyl-CoA, which is carboxylated to malonyl-CoA by ACACA, the rate-limiting step in fatty acid synthesis. Reducing equivalents for the conversion of malonyl-CoA to palmitate are supplied by malic enzyme (ME). ELOVL6 catalyzes elongation of palmitate to stearate and appears to play a key role in insulin sensitivity [30,31]. Finally, FADS1 is rate-limiting for polyunsaturated fatty acids (PUFA) biosynthesis and was recently implicated in control of fasting glucose homeostasis in humans [32]. Genes altered by fasting in adipose tissue in this study overlapped with those shown to be differentially expressed in chicken liver after 16 or 48 hours of fasting, including ACLY, ACOX1, BCAT1 and PDK4 [33]. These authors used a different array platform than ours, which precludes precise quantitative comparisons. However, among the genes changed in both studies, the fold changes observed in adipose tissue were consistently greater than those in liver, despite the longer duration of fasting in that study. For example, PDK4 expression was up-regulated ~ 18-fold by a five hour fast in adipose tissue, but only ~ 1.5-fold after a 16 hour fast in liver. While differences in sensitivity between the two array platforms must be kept in mind, these data suggest that adipose tissue metabolism in chicken is at least as sensitive to energy status as hepatic metabolism. Our results indicate that both fatty acid synthesis and storage are dynamically regulated by energy status in chicken adipose tissue, despite its modest (~ 15%) contribution to the amount of stored fatty acids.

Both fasted and insulin-neutralized birds exhibited significant increases in plasma glucagon. Parallel elevations in plasma NEFA suggested that this resulted in significant lipolysis of stored triacylglycerol in both treatment groups. During fasting, a considerable percentage of the liberated fatty acids are re-esterified in adipocytes, and only a small fraction traditionally have been thought to be oxidized in the mitochondria of adipocytes through beta oxidation [34]. However, recent studies in mice and in human adipose tissue demonstrate that in some conditions fatty acid oxidation in white adipose tissue is considerable and may be an important determinant of obesity [35-37]. Consistent with this concept, we found significant increases in a number of key enzymes that mediate mobilization of fatty acids and their oxidation, including the rate-limiting enzymes in both mitochondrial and peroxisomal fatty acid oxidation (CPT1A and ACOX1, respectively). We measured tissue levels of beta-hydroxybutyrate, a ketone product of beta oxidation, to confirm that changes in gene expression had functional consequences and found them to be significantly elevated in adipose tissue of fasted vs. fed chickens. Levels were numerically but not statistically higher in insulin-neutralized adipose tissue (data not shown). Qualitatively, fasting-induced changes in gene expression resemble those induced by the fibrate class of drugs, which activate PPARα and promote fatty acid oxidation in white adipose tissue and are used clinically to treat hyperlipidemia [35,37-40]. These data suggest that dietary activation of PPARα, for example through supplementation with fatty acids that preferentially bind and activate this member of the PPAR family [41], may be a means to attenuate fat deposition in commercial broilers. Such action may underlie the reduced abdominal fat mass reported in broilers that were fed diets rich in n-3 PUFA [42].

Both fasting and insulin neutralization elicited marked upregulation of PDK4. PDK4 is a nutrient sensing fuel switch that phosphorylates and inactivates pyruvate dehydrogenase, which shifts fuel use from glucose to fatty acids and spares glucose for the brain during periods of fasting [23,43-45]. PDK4 also enhances glycerol synthesis in white adipose tissue by shunting pyruvate into glyceroneogenesis, at least in the fed state [46]. Hepatic and skeletal muscle expression of PDK4 is increased by fatty acids, acetyl CoA, NADH and the diabetic state and decreased by insulin and pyruvate (rev. in [23,47]). Little is known about PDK4 in chicken, but a recent study suggests it acts as a glycogen sensor in muscle and thus plays comparable roles to those in mammals [48]. In mouse white adipose tissue, PDK4 expression was shown to be induced by activation of p38MAPK [49], which we found to be significantly up-regulated with fasting and, to a lesser extent, with insulin neutralization [19]. 

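In direct comparison with fasted birds, 4 of 29 genes of fatty acid oxidation were lower and 0 higher in insulin-neutralized birds (5 and 0 adjusted over the list alone; camera, adjusted p = 0.114). ABCD2 was 3.34-fold, ACSL4 2.49-fold and CROT 1.57-fold lower (adjusted p up to 0.00882 from limma), and ABCD2 measured 9.56 ± 0.31 against 11.30 ± 0.32 on the log2 scale (SD, n = 5 each). ACACB was 3.42-fold lower (adjusted p = 0.0213). Against fed birds 0 of the 29 were called by limma (0 over the list alone, 7 at an unadjusted p under 0.05), and the log2 fold changes of ABCD2 and ACSL4 were 0.59 and 0.32 (adjusted p = 0.166 and 0.382). Of 10 genes of lipolysis and the lipid droplet, 4 were lower in insulin-neutralized than in fasted birds and 0 higher (5 and 0 over the list alone), among them PLIN2 (2.64-fold) and AQP9 (2.88-fold). The list was lower (adjusted p = 0.00426 from camera, and adjusted p = 0.178 with an estimated correlation). Calls between insulin-neutralized and fasted birds ended for ACACB without fasted bird 5 or insulin-neutralized bird 1 or 3 (adjusted p up to 0.0576), for PLIN2 without insulin-neutralized bird 1 or 2 and for AQP9 without fasted bird 2, 3 or 5 or insulin-neutralized bird 3, 4 or 5 (up to 0.0519 and 0.0773).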

Although PDK4 was up-regulated in both treatment groups, and both groups showed evidence of increased lipolysis [18], only fasted chickens presented a gene expression signature and tissue beta-hydroxybutyrate levels that were clearly indicative of fatty acid oxidation. Although we did not measure malonyl-CoA levels, we predict that they were reduced with fasting, but not insulin neutralization, based on reduced expression of ACACA. Malonyl-CoA allosterically binds and inhibits CPT1A, minimizing fatty acid transport and subsequent oxidation in mitochondria [50]. With insulin neutralization, increased PDK4 may thus be more aligned with the demand for glycerol needed to re-esterify fatty acids liberated by lipolysis [46]. Additional experiments are needed to confirm that manipulation of PDK4 alters fatty acid oxidation in chicken adipose tissue and to delineate its relative contributions to fatty acid oxidation and glyceroneogenesis under varying metabolic states. If manipulation of PDK4 does alter fatty acid oxidation, our results highlight this pathway as a potential target for reducing fatness, which has relevance for both poultry and humans.

Microarray data indicate that the effects of fasting in chicken adipose tissue extend beyond metabolism. 

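Of 50 genes of DNA replication and the cell cycle measured, 12 were lower and 0 higher in fasted than in fed birds (18 and 1 adjusted over the list alone), with a median log2 fold change of -0.31. ORC6, of the origin recognition complex, fell from 8.10 ± 0.52 to 6.75 ± 0.36 on the log2 scale (SD, n = 5 each), a 2.55-fold change (adjusted p = 0.00427 from limma). MCM5 and MCM6, of the replicative helicase, were 2.20-fold and 2.15-fold lower and CDT1, which loads the helicase, 1.72-fold (adjusted p up to 0.0197). The list was lower than other genes (adjusted p = 2.24e-05 from camera, and adjusted p = 0.398 with an estimated correlation), and without fed birds 4 and 5 it had 9 lower and 0 higher (adjusted p = 1.76e-05). TLR4, a receptor of bacterial lipopolysaccharide on macrophages and adipocytes, was 2.43-fold higher with fasting (adjusted p = 0.0146), the only call among 14 macrophage markers (1 higher adjusted over the list alone; camera, adjusted p = 0.244). CDH5, the cadherin of endothelial junctions, was 1.36-fold higher (adjusted p = 0.0389), the only call among 10 endothelial markers (1 higher and 1 lower over the list alone; camera, adjusted p = 0.151). By limma, 0 of 7 T cell, 0 of 4 B cell, 0 of 7 heterophil and thrombocyte, 0 of 8 erythrocyte and 0 of 15 fibroblast and matrix markers were called (camera, adjusted p from 0.287 to 0.990). The counts adjusted over each list alone were also 0, and in the same order 1, 0, 1, 1 and 1 had an unadjusted p under 0.05. CDT1 was no longer called without fasted bird 4 (0.0557), and CDH5 without any 1 fasted bird, fed bird 4 or 5 or insulin-neutralized bird 1, 2 or 5 (adjusted p up to 0.0860).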

GO analysis highlighted pathways such as cell cycle and cytokine-cytokine receptor interaction that are most likely related to changes in the stromal vascular fraction, which contains proliferating preadipocytes and cells of the immune system. In particular, a number of genes that regulate multiple steps in adipogenesis were significantly altered by fasting. Chickens rapidly accumulate abdominal fat after hatch, and until approximately 7 weeks of age this is due more to formation of new adipocytes than to adipocyte hypertrophy [11]. Adipocytes arise from mesenchymal stem cells in a two stage process of lineage commitment to an adipocyte fate, followed by differentiation of fibroblast-like preadipocytes into mature fat-storing cells [51]. 

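Of 35 Wnt signaling genes measured, 12 were lower and 0 higher in fasted than in fed birds (16 and 1 adjusted over the list alone). FZD8, a Wnt receptor, fell from 9.42 ± 0.08 to 8.51 ± 0.29 on the log2 scale (SD, n = 5 each), a 1.88-fold change (log2 fold change -0.91, SE 0.13, adjusted p = 0.000595 from limma), and DVL1, which relays the signal from the receptors, was 1.45-fold lower (adjusted p = 0.000764). The ligands WNT11 and WNT2B were 2.47-fold and 2.64-fold lower, and the receptors FZD2 and FZD9 1.79-fold and 2.61-fold (adjusted p = 0.0175, 0.0190, 0.00776 and 0.0388). The list was lower than other genes (adjusted p = 0.00112 from camera, and adjusted p = 0.315 with an estimated correlation). Against fasted birds, insulin-neutralized birds had 3 higher and 1 lower (5 and 1 over the list alone; adjusted p = 0.00426 from camera, and adjusted p = 0.427 with an estimated correlation), with FZD8 1.78-fold and FZD2 1.71-fold higher. Wnt genes were highest in fed birds 4 and 5. Without these birds 4 were lower in fasted vs. fed birds and 0 higher (adjusted p = 0.0620). FZD9 was no longer called with fasting without fasted bird 4, any 1 fed bird or insulin-neutralized bird 1, 2 or 3 (adjusted p up to 0.0775), and FZD2 between insulin-neutralized and fasted birds without fasted bird 1, 2 or 4 or insulin-neutralized bird 1 or 5 (up to 0.0616).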

Members of both the Wnt (MSC lineage commitment) and TGFβ/BMP (MSC lineage commitment and preadipocyte competence) signaling pathways were significantly regulated by fasting. 

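CEBPA fell from 9.07 ± 0.31 in fed to 7.59 ± 0.63 in fasted birds on the log2 scale (SD, n = 5 each), a 2.80-fold change (log2 fold change -1.48, SE 0.31, adjusted p = 0.00809 from limma), and PPARG from 11.44 ± 0.32 to 10.63 ± 0.31, a 1.76-fold change (SE 0.20, adjusted p = 0.0193). In insulin-neutralized birds their log2 fold changes against fed birds were -0.76 and -0.39 (adjusted p = 0.239 and 0.318). Of 28 adipogenic regulators measured, 6 were higher and 3 lower with fasting (8 and 5 adjusted over the list alone). RUNX2, which directs precursors to bone, was 1.75-fold higher, TCF21, a marker of white fat precursors, 1.49-fold and KLF3, a repressor of adipogenesis, 1.38-fold (adjusted p = 0.0292, 0.0498 and 0.0323). Camera gave adjusted p = 0.519, and adjusted p = 0.762 with an estimated correlation. PPARG was no longer called without fasted bird 4 (0.0534), RUNX2 without fasted bird 1, 4 or 5 or fed bird 1 or 4 and KLF3 without fasted bird 3, 4 or 5 or fed bird 1, 4 or 5 (adjusted p up to 0.0787 and 0.0720), and TCF21 without any 1 of the 15 birds (up to 0.102).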

Fasting down-regulated expression of CEBPα and PPARγ, two transcription factors that orchestrate the cascade of gene expression changes that lead to terminal adipocyte differentiation [51]. 

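NCOR1, a corepressor that restrains PPARγ, rose from 9.02 ± 0.36 in fed to 9.72 ± 0.09 in fasted birds on the log2 scale (SD, n = 5 each), a 1.63-fold change (log2 fold change 0.70, SE 0.16, adjusted p = 0.0111 from limma), and had a log2 fold change of 0.53 in insulin-neutralized birds (adjusted p = 0.140). FGF2, a growth factor of preadipocytes, measured 6.95 ± 0.34 in fasted and 7.34 ± 0.27 in fed birds, a log2 fold change of -0.40 (SE 0.17, adjusted p = 0.152). Its receptor FGFR1 measured 9.18 ± 0.25 and 9.66 ± 0.33, a log2 fold change of -0.48 (SE 0.17, adjusted p = 0.0890). Neither FGF2 nor FGFR1 passed the test in insulin-neutralized birds (adjusted p = 0.894 and 0.189).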

Expression of other adipogenic mediators including fibroblast growth factor 2 (FGF2), fibroblast growth factor receptor 1 (FGFR1) [52], and nuclear receptor corepressor 1 (NCOR1) [53] were also significantly regulated by fasting. Collectively, these changes suggest that adipocyte number in chickens is dynamically tied to energy status, at least in young chicks (such as those used herein) that are rapidly forming new adipocytes. An elegant study by Arner *et al*. concluded that adipocyte number in humans is a major determinant of adult fat mass and is determined during early childhood [54]. Less is known about this process in humans due to the limitations of sampling adipose tissue, particularly during development and from different abdominal depots. In light of what appears to be sensitive regulation of adipogenesis by nutritional state, chickens may thus be particularly valuable models in which to elucidate mechanisms of adipocyte hyperplasia during development that would inform the study of human obesity.

It is worth noting that, despite the uncertainty about insulin signaling in chicken adipose tissue, fasting altered the expression of several messengers encoding elements of the insulin signaling cascade. 

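PIK3CB rose from 6.75 ± 0.71 in fed to 7.94 ± 0.33 in fasted birds on the log2 scale (SD, n = 5 each), a 2.27-fold change (log2 fold change 1.18, SE 0.28, adjusted p = 0.0176 from limma). PIK3R1 fell from 12.62 ± 0.27 to 12.03 ± 0.18, a 1.51-fold change (SE 0.14, adjusted p = 0.0179), and PIK3R3, another regulatory subunit of the lipid kinase, was 1.58-fold lower (adjusted p = 0.0434). In insulin-neutralized birds the log2 fold changes of PIK3CB and PIK3R1 against fed birds were 0.83 and 0.11 (adjusted p = 0.179 and 0.716). PIK3R1 was 1.63-fold higher in insulin-neutralized than in fasted birds (adjusted p = 0.0141). Of 38 insulin signaling genes measured, 5 were higher and 3 lower with fasting (9 and 3 adjusted over the list alone). Camera gave adjusted p = 0.191, and adjusted p = 0.398 with an estimated correlation. PIK3CB was no longer called without fasted bird 4 (0.0503), and PIK3R3 without fasted bird 1, 2 or 5, any 1 fed bird or insulin-neutralized bird 1, 2, 3 or 5 (adjusted p up to 0.0970).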

Expression of PIK3CB, which encodes the catalytic p110 subunit of PI3K, was up-regulated with fasting, while PIK3R1, which encodes the regulatory p85 subunit, was down-regulated. Such regulation could maintain some insulin signals despite a fall in plasma insulin level. 

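CBLB, a ubiquitin ligase and adaptor of receptor kinases, was 1.57-fold higher in fasted than in fed birds, at 9.18 ± 0.11 against 8.53 ± 0.47 on the log2 scale (SD, n = 5 each, adjusted p = 0.0372 from limma). Its log2 fold change with insulin neutralization was 0.47 (adjusted p = 0.222). The adaptor protein CRK measured 9.81 ± 0.08 in fasted and 9.71 ± 0.17 in fed birds on its probe set with the highest mean, a log2 fold change of 0.10 (SE 0.08, adjusted p = 0.495), while its other probe set was called, at a log2 fold change of 0.62 (adjusted p = 0.00721). CBLB was no longer called without fasted bird 1, 2, 4 or 5, fed bird 4 or insulin-neutralized bird 1 or 3 (adjusted p up to 0.0794), nor with array weights.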

CBLB and CRK, which mediate insulin signals that are associated with lipid rafts [55], were also up-regulated with fasting. In mammals, this pathway stimulates glucose uptake independently of PI3K activation, which may shed light on the apparent refractoriness of PI3K activity to insulin that was described in chicken skeletal muscle [18]. Therefore, the potential effects of insulin on lipid storage and energy utilization appear to be defended in the fasting state, when insulin levels fall, by enhanced insulin sensitivity at the post-receptor level. Additional studies are needed to confirm this effect and to further explore the potential of PI3K-independent effects of insulin on glucose utilization in chicken adipose tissue.

Insulin is not considered to be a key regulator of glucose metabolism in chicken adipose tissue, although it does induce glucose disposal in chicken liver and muscle [14]. It is therefore not surprising that the majority of genes significantly altered by both insulin neutralization and fasting are not related to glucose metabolism and lipid synthesis. The main exception is DGAT2, which catalyzes the final step in esterification of fatty acids into triglycerides. In fact, DGAT2 showed the most extreme down-regulation (6.1- and 10.5-fold, insulin-neutralized and fasted, respectively) in each treatment group, which is surprising considering that other genes related to lipogenesis were only regulated by fasting. 

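Of the probe sets called lower, DGAT2 had the largest change against fed birds in both groups. DGAT2 was also the 1 probe set lower by more than 3-fold in insulin-neutralized vs. fed birds. The next named gene was NSDHL in fasted and GCGR in insulin-neutralized birds. Of 16 genes of fatty acid synthesis, elongation and desaturation, 0 were called in insulin-neutralized vs. fed birds by limma (1 lower adjusted over the list alone, 4 at an unadjusted p under 0.05). Over all 9243 named genes, 0.595% were called in that comparison. Of 14 genes of triacylglycerol synthesis, DGAT2 was the 1 called (1 higher and 3 lower over the list alone). ACLY had a log2 fold change of -0.57 (adjusted p = 0.0887), ACACA -0.39 (0.435), ME1 -0.13 (0.709) and AGPAT9 -0.71 (0.169) in insulin-neutralized vs. fed birds. ACLY was called there with the 3 comparisons adjusted together (0.0370), with a nested F test and without fed bird 2 (0.0467) (up to 0.227 over the alternatives). Between insulin-neutralized and fasted birds ME1 was 1.57-fold higher (adjusted p = 0.0412; no longer called without fasted bird 1, 2, 4 or 5, fed bird 1 or any 1 insulin-neutralized bird, up to 0.102).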

Suppression of DGAT2 expression may be due to feedback by lipolysis, which appeared to be increased in both treatment groups based on plasma NEFA levels. In general, our data indicate that insulin deprivation altered fatty acid and glucose metabolism in a manner comparable to fasting but to a lesser extent, such that most genes involved in these pathways did not exhibit statistically significant changes in expression. For example, cluster analysis (Figure 2) revealed that some genes upregulated by fasting were also increased by insulin neutralization (clusters 1, 3 and 4); these three clusters were enriched with genes in the KEGG pathways for fatty acid metabolism and PPAR signaling, including both ACOX1 and CPT1A, among others. Similarly, among genes that were downregulated by fasting, clustering discriminated a set of genes (Figure 2, cluster 2) with a trend to also be decreased (albeit to a lesser extent than in fasting) by insulin deprivation. 

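In insulin-neutralized vs. fed birds, limma called 0 of 15 glycolytic genes (5 lower adjusted over the list alone) and 0 of 42 genes of the respiratory chain (0 lower over the list alone), of which 6 and 18 had an unadjusted p under 0.05. Over all 9243 named genes, limma called 0.595% there. Of 18 genes of the TCA cycle and pyruvate dehydrogenase, 1 was lower and 0 higher (6 and 0 over the list alone). The called gene was DLST, which was 1.85-fold lower, at 9.15 ± 0.19 against 10.04 ± 0.21 on the log2 scale (SD, n = 5 each, adjusted p = 0.0145). HK1 had a log2 fold change of -0.49, PGAM1 -0.49 and MDH2 -0.37 (adjusted p = 0.144, 0.0958 and 0.0887). PGAM1 was called with the 3 comparisons adjusted together (0.0422), with a nested F test and without fed bird 2 (0.0467), and MDH2 with the 3 comparisons adjusted together (0.0372) and with a nested F test (up to 0.246 and 0.213 over the alternatives). As lists, all 3 were lower than other genes: glycolysis (adjusted p = 0.00220 from camera, and adjusted p = 0.671 with an estimated correlation), the TCA cycle (adjusted p = 0.0115, and adjusted p = 0.671 with an estimated correlation) and the respiratory chain (adjusted p = 1.49e-06, and adjusted p = 0.671 with an estimated correlation). Glycolysis and respiratory chain genes were highest in fed birds 4 and 5, and without these birds the 3 lists had adjusted p = 0.0287, 0.00276 and 0.000344 in the same order. The TCA cycle had adjusted p = 0.0851 without fed bird 1. The genes of fatty acid oxidation called higher with fasting stood at a median position of 0.195 between fed (0) and fasted (1) birds in the insulin-neutralized group, and the glycolytic genes called lower at 0.496. From its data in general, the paper reasons that insulin deprivation changed fatty acid and glucose metabolism like fasting but less. By its account most genes of these pathways fell short of significance. It gives clusters of genes both higher and lower with fasting as examples, and similar trends in metabolites.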

Interestingly, this cluster was significantly enriched in functions related to carbohydrate metabolism, suggesting that insulin does play some role in chicken adipose glucose metabolism. Comparable trends appeared in the metabolomic data. For example, stearate and palmitate (the only fatty acids measured by our MS platform) were lower (although not significantly) in both fasted and insulin neutralized compared to fed birds ( Additional file 3). While the purpose of our study design was to determine the specific effects of insulin on chicken adipose tissue, we cannot exclude the possibility that some of the overlapping changes in gene expression were secondary to systemic factors, such as hyperglucagonemia present in both treatment groups [18]. *In vitro* experiments using primary adipocytes or adipose explants will be useful to confirm specific effects of insulin on genes identified herein.

Of the 13 changes in expression that were unique to insulin neutralization, the most interesting responses were up-regulation of GCG, which encodes preproglucagon (fold change = 2.91), and down-regulation of the glucagon receptor (LOC425670, fold change = −2.77). The proglucagon system in avians is more complex than in mammals. The avian preproglucagon locus encodes two distinct precursor proteins that yield different peptides through alternative posttranslational processing: the class A transcript (PGA) yields glucagon and glucagon-like peptide-1 (GLP-1), while the class B transcript (PGB) additionally produces glucagon-like peptide-2 (GLP-2) and is more like the mammalian transcript (rev. in [56]). Adipose tissue expresses both transcripts, with PGA being slightly more abundant, and is the third highest preproglucagon expressing tissue in chicken, behind pancreas and the proventriculus [57]. We used transcript-specific QPCR to determine that only the PGB transcript was up-regulated by insulin neutralization (data not shown). Additional experiments are necessary to delineate which of the encoded peptides are up-regulated in parallel, but the coincident down-regulation of the glucagon receptor suggests a paracrine glucagon axis in chicken adipose tissue, and one that is regulated by insulin. In support of this concept, plasma glucagon (presumably derived largely from pancreas) was elevated comparably in both treatment groups [18], while GCG expression in adipose tissue was only up-regulated by insulin neutralization.

Tissue metabolomic analysis highlighted effects of insulin neutralization that were divergent from fasting and not readily apparent from microarray data. Most of the tissue amino acids that were measured were higher with insulin-neutralization but lower with fasting when each group was compared to *ad libitum* fed controls. This pattern parallels the levels of αNH_2_NPN levels in blood [18]. Low levels in fasted adipose tissue were most likely due to oxidation of the carbon skeletons for cellular energy through the tricarboxylic acid cycle (TCA) cycle and/or for glyceroneogenesis, in the absence of dietary glucose. Increased amino acid catabolism was reflected in the differential expression profiles of the fasted vs. fed comparison (Figure 3; Additional file 1). In the insulin neutralized group, however, glucose supply from food was maintained and preferentially oxidized for energy. Elevated amino acids in the insulin neutralized group may also reflect reduced utilization due to the lack of insulin’s anabolic effects, particularly on the proliferating cell population within adipose tissue. The metabolomics approach used here measured only metabolite pool sizes at the time that tissues were harvested, rather than the effect of fasting or insulin neutralization on the rates of metabolism through glycolysis and the TCA cycle. The latter would be much more informative with respect to the dynamic impact of treatment, but requires the use of isotopic labeling (e.g., by feeding ^13^C-labelled glucose) which was not performed in this study. Nonetheless, we were able to demonstrate significant effects on some metabolites that inform the parallel changes in gene expression, particularly in relation to amino acid metabolism. Combined clustering of metabolomic and gene expression together identified a set of genes correlated with many amino acid levels, including PIK3R1, ME and MCD.

## Conclusions

In summary, we determined that adipose tissue metabolism in the chicken is regulated by energy status and, to a lesser extent by insulin. Although adipose tissue is not a primary site of lipogenesis in chicken, the rate-limiting genes for fatty acid synthesis were suppressed by fasting. Likewise, fasting appeared to increase aspects of insulin sensitivity based on expression profiles, despite the view that chicken adipose tissue is relatively insensitive to insulin. Consistent with this paradigm, insulin neutralization significantly altered the expression of only a few genes related to glucose and lipid metabolism. Nonetheless, a considerable number of genes were altered by insulin neutralization, many of which thus far have unclear roles in adipose biology. Expression profiles suggest that even short term fasting alters fat storage in broilers by enhancing the oxidation of fatty acids. The initiating events that trigger upregulation of the corresponding genes are unclear, but there is considerable evidence for activation of PPARa, LXRa, and potentially other transcription factors that are activated by fatty acid ligands. Further studies are warranted to identify these triggers because of their potential impact on fat storage. Our data also suggest that broiler chicks may be an informative model organism in which to investigate dietary effects on adipose development in light of what appears to be a relationship between energy intake and adipogenesis. The results of this study thus have dual benefit for both the poultry industry and for studies of obesity in humans.

## Methods

### Animals

Male broiler chicks (ISA 915, Institut de Sélection Animale, Saint Brieuc, France) from which samples were collected for this study were hatched and raised under standard conditions, as originally described by Dupont [18] and in accordance with the guidelines for Care and Use of Agricultural Animals in Agricultural Research and Teaching. Briefly, at 16–17 days of age, chicks of similar body weights were either allowed to continue feeding (*ad libitum* fed controls), fasted for five hours, or fed but injected at 0, 2 and 4 hours with porcine anti-insulin serum (insulin neutralized). Both the fed and fasted groups received injections of normal porcine serum as a vehicle control. Abdominal adipose tissue samples were harvested and rapidly snap-frozen in liquid nitrogen, pulverized, then stored at -80°C until analysis. Adipose samples from five birds in each group were used for both microarray and metabolomic analyses.

### Gene expression

Total RNA was isolated from chicken adipose samples using the RNeasy Lipid kit and incorporating an on-column DNase treated with the RNase-free DNase Set according to the manufacturer's protocol (Qiagen.com). RNA quality and concentration were measured using the Experion System (Bio-Rad.com); only RNA passing recommended standards of quality was used for further studies. Transcriptome profiling was performed by Genome Quebec (Montreal, Canada) using the Affymetrix GeneChip Chicken Genome Array (San Diego, CA). Microarray data from this study are deposited in the Gene Expression Omnibus (GEO) under the accession number GSE35581. For real time RT-PCR validation, cDNA was synthesized using the iScript cDNA Synthesis kit (Bio-Rad.com). Commercially designed and validated primer sets (QuantiTect) and the associated SYBR Green master mix (Qiagen.com) were used to assay gene expression on a CFX96 real-time PCR detection system (Bio-Rad.com). All samples were analyzed in triplicate and normalized to ß-tubulin. Relative differences in gene expression were determined using the 2^-ΔΔCT^ method and statistical differences were tested by analysis of variance (ANOVA) [58].

### Liquid chromatography coupled with tandem mass spectrometry (LC-MS/MS)

Abdominal adipose tissue samples from five birds in each treatment group (the same five birds used for expression profiling) were extracted by placing tissue in a mortar containing liquid nitrogen and then powdering with a pestle. Portions (8–40 mg) of the powered tissue were weighed into 1.5 mL centrifuge tubes. Chilled methanol (0.5 mL at −80°C) and internal standard (5 μL of 1.7 mM benzoic acid in negative mode or 4.25 mM tris(hydroxymethyl)aminomethane in positive mode) were added to each tube. Each tube was mixed thoroughly by vortexing for two minutes, and the metabolites were extracted from the tissue for 30 min at 4°C. The tubes were then centrifuged (5 min, 4°C, 16.1 rcf) and supernatant (210 μL) was split into two autosampler vials. One of these samples was immediately placed on the LC-MS/MS for analysis, while the other was stored at −80°C for analysis in the opposite polarity ion mode on the following day.

Samples were placed in an autosampler tray chilled to 4°C, and 10 μL of each was injected onto an LC column for analysis. The chromatography method for positive ion mode was reported previously by Bajad and coworkers [59], with one exception that the column was cooled to 10°C. The chromatography method for negative ion mode was performed as reported by Waters and coworkers [60], except the gradient was allowed to run 50 min instead of 45 min to allow more thorough equilibration of the column. The eluent was introduced directly into the MS via an electrospray ionization (ESI) source fitted to a Finnigan TSQ Quantum Discovery Max triple quadrupole MS (Thermo Electron, Waltham, MA) through a 0.1 mm internal diameter fused silica capillary. The spray voltage was 4500 V in positive mode or 3000 V in negative mode. The sheath gas (nitrogen) was set to 40 psi, and the capillary temperature was set to 290°C. The collision cell gas (argon) was set to a pressure of 1.5 mTorr. Samples were analyzed using selected reaction monitoring (SRM) mode with a scan width of 1 *m/z* and a scan time of 0.05 s. The SRM parameters for most metabolites have been published previously [59]. This method was used to scan for almost 300 metabolites. Xcalibur software (Thermo Scientific, Waltham, MA) was used to manually assess the elution time of the correct LC spectral peak for each metabolite-specific SRM. The Quan Browser utility in Xcalibur was then used to integrate the LC spectral peak area (in ion counts) for each detected compound, and these data were exported to a Microsoft Excel spreadsheet for further processing.

### Statistical analysis

Statistical analysis of the microarray data was performed using R 2.9.0 and routines contained in Bioconductor (bioconductor.org). GC robust multi-array average (GCRMA) was used to normalize and scale the raw data from CEL files. The normalized data were filtered for low expression by removing any probes with normalized expression less than 3 in at least 5 arrays. Statistical significance of gene expression differences were analyzed by one-way ANOVA and empirical bayes using the limma package. Differential expression was defined based on false discovery rate (FDR) adjusted p-value <0.05. False discovery rate for differential expression and for GO and KEGG enrichment testing was controlled using the Benjamini-Hochberg method [61]. Venn diagrams of differentially expressed genes were plotted to visualize the number of differentially expressed genes for each treatment comparison and their intersections. Hierarchical clustering of significant genes was performed using the hclust function and a hierarchical clustering heatmap was created using heatmap.2 in the gplots package. Hierarchical clustering also was used to identify correlated patterns of gene expression and metabolites. The Database for Annotation, Visualization and Integrated Discovery (DAVID, version 6.7) and ClueGO, a Cytoscape plug-in, were used for Gene Ontology (GO) at level 6 and 7 and KEGG analysis of differentially expressed genes [62,63]. Statistical analysis of metabolomic data was performed using an analysis tool that we developed specifically for metabolomic data analyses (Ernest et al., manuscript in review). The script (metabR), written in the language R, uses linear mixed-effect modeling to normalize metabolomics data containing both fixed- and random-effect confounding variables. The script averages any replicate measurements (statistical sampling) made on experimental units and performs ANOVA to test for statistical differences between experimental groups.

## Abbreviations

VLDL: Very low density lipoprotein; CEBPα :CCAAT: Enhancer-binding protein alpha; PPAR: Peroxisome proliferator-activated receptor; IRβ: Insulin receptor β-subunit; IRS-1: Insulin receptor substrate-1; Shc: Src homology 2 domain-containing substrate; PI3K: Phosphatidylinositol 3-kinase; QPCR: Quantitative PCR; FDR: False discovery rate; GO: Gene ontology; PDGF: Platelet derived growth factor; MSC: Mesenchymal stem cell; Camp: Cyclic adenosine monophosphate; DGAT2: Diacylglycerol O-acyltransferase homolog 2; PDK4: Dehydrogenase kinase 4; ACBD5: Acyl-Coenzyme A binding domain containing 5; AGTR1: Type I angiotensin II receptor; PUFA: Polyunsaturated fatty acids; NEFA: Non-esterified fatty acid; ATGL: Adipose triglyceride lipase; PD: Pyruvate dehydrogenase; LXR: Liver X receptor; GCG: Preproglucagon; PGB: Preproglucagon class B transcript; BCAAs: Branched chain amino acids.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

BJ performed the experimental assays, analyzed genomic data and drafted the manuscript. BE, JG and SC generated and analyzed metabolomics data. SD provided technical support and AM provided statistical support. JS, SM-C and JD performed the original in vivo study and provided tissue samples. BV designed and supervised the study and personnel and edited the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Differentially expressed genes for fasted vs. fed chickens with fold change > |1.5|.** Probe ID, gene symbol, gene title and fold change are provided. Click here for file

Additional file 2 **Differentially expressed genes for insulin neutralized vs. fed chickens.** Probe ID, gene symbol, gene title and fold change are provided. Click here for file

Additional file 3 **Metabolite levels across the three pairwise comparisons of treatments.** Metabolite, fold-change and p-value are provided. Click here for file

Additional file 4 **Metabolite-gene clusters.** Cluster, metabolite,gene Ontology and KEGG annotation and benjamini corrected pvalue are provided for clusters that contained both metabolites and genes. Click here for file

## References

[B1] BurtDWThe chicken genomeGenome Dyn200621231371875377510.1159/000095100

[B2] HillierLWMillerWBirneyEWarrenWHardisonRCPontingCPBorkPBurtDWGroenenMAMDelanyMEDodgsonJBChinwallaATCliftenPFCliftonSWDelehauntyKDFronickCFultonRSGravesTASequence and comparative analysis of the chicken genome provide unique perspectives on vertebrate evolutionNature2004432701869571610.1038/nature0315415592404

[B3] RENEMA RARUSTADMEROBINSONFEImplications of changes to commercial broiler and broiler breeder body weight targets over the past 30 yearsWorlds Poult Sci J20076303457472

[B4] AkibaYChidaYTakahashiTOhtomoYSatoKTakahashiKPersistent hypoglycemia induced by continuous insulin infusion in broiler chickensBr Poult Sci199940570170510.1080/0007166998712410670686

[B5] SimonJChicken as a useful species for the comprehension of insulin actionCrit Rev Poultry Biol19892121148

[B6] ShragoESpennettaTThe carbon pathway for lipogenesis in isolated adipocytes from rat, guinea pig, and human adipose tissueAm J Clin Nutr1976295540545126679510.1093/ajcn/29.5.540

[B7] O'HeaEKLeveilleGALipogenesis in isolated adipose tissue of the domestic chick (Gallus domesticus)Comp Biochem Physiol196826111112010.1016/0010-406X(68)90317-45758294

[B8] LeveilleGARomsosDRYehY-YO'HeaEKLipid biosynthesis in the chick. A consideration of site of synthesis, influence of diet and possible regulatory mechanismsPoult Sci19755441075109310.3382/ps.0541075240159

[B9] NadafJPitelFGilbertHDuclosMJVignolesFBeaumontCVignalAPorterTECogburnLAAggreySEQTL for several metabolic traits map to loci controlling growth and body composition in an F2 intercross between high- and low-growth chicken linesPhysiol Genomics200938324124910.1152/physiolgenomics.90384.200819531576

[B10] GriffinHDGuoKWindsorDButterwithSCAdipose tissue lipogenesis and fat deposition in leaner broiler chickensJ Nutr19921222363368173247710.1093/jn/122.2.363

[B11] ButterwithSCRegulators of adipocyte precursor cellsPoult Sci1997761118123903769810.1093/ps/76.1.118

[B12] LeclercqBSimonJRicardFHEffects of selection for high and low plasma glucose concentration in chickensBr Poult Sci198728455756510.1080/000716687084169913446326

[B13] WangYMuYLiHDingNWangQWangSWangNPeroxisome proliferator-activated receptor-{gamma} gene: a key regulator of adipocyte differentiation in chickensPoult Sci200887222623210.3382/ps.2007-0032918212364

[B14] TokushimaYTakahashiKSatoKAkibaYGlucose uptake in vivo in skeletal muscles of insulin-injected chicksComp Biochem Physiol B Biochem Mol Biol20051411434810.1016/j.cbpc.2005.01.00815820133

[B15] MontesRVivesFOsorioCGomez-CapillaJAEffect of insulin on acetate metabolism in chicken adipocytesHorm Metab Res19811312678,681679791010.1055/s-2007-1019374

[B16] DupontJTesseraudSDerouetMCollinARideauNCrochetSGodetECailleau-AudouinEMetayer-CoustardSDuclosMJInsulin immuno-neutralization in chicken: effects on insulin signaling and gene expression in liver and muscleJ Endocrinol2008197353154210.1677/JOE-08-005518492818

[B17] DupontJDerouetMSimonJTaouisMNutritional state regulates insulin receptor and IRS-1 phosphorylation and expression in chickenAm J Physiol - Endocrinol Metab19982742E309E31610.1152/ajpendo.1998.274.2.E3099486163

[B18] DupontJTesseraudSDerouetMCollinARideauNCrochetSGodetECailleau-AudouinEMétayer-CoustardSDuclosMJInsulin immuno-neutralization in chicken: effects on insulin signaling and gene expression in liver and muscleJ Endocrinol2008197353154210.1677/JOE-08-005518492818

[B19] DupontJMetayer-CoustardSJiBRameCGespachCVoyBSimonJCharacterization of major elements of insulin signaling cascade in chicken adipose tissue: apparent insulin refractorinessGen Comp Endocrinol20121761869310.1016/j.ygcen.2011.12.03022233773

[B20] ScanesCPerspectives on the endocrinology of poultry growth and metabolismGen Comp Endocrinol20091631–224321939365710.1016/j.ygcen.2009.04.013

[B21] RobertsLDMurrayAJMenassaDAshmoreTNichollsAWGriffinJLThe contrasting roles of PPARdelta and PPARgamma in regulating the metabolic switch between oxidation and storage of fats in white adipose tissueGenome Biol2011128R7510.1186/gb-2011-12-8-r7521843327PMC3245615

[B22] MandrupSFærgemanNJKnudsenJDuttaroy AKaS FStructure, function and phylogeny of acyl-CoA binding proteinCellular proteins and their fatty acids in health and disease2004Wiley-VCH gmbH & Co, Kaga, Weinheim151172

[B23] SugdenMCHolnessMJRecent advances in mechanisms regulating glucose oxidation at the level of the pyruvate dehydrogenase complex by PDKsAm J Physiol - Endocrinol Metab20032845E855E8621267664710.1152/ajpendo.00526.2002

[B24] KalupahanaNSMassieraFQuignard-BoulangeAAilhaudGVoyBHWassermanDHMoustaid-MoussaNOverproduction of angiotensinogen from adipose tissue induces adipose inflammation, glucose intolerance, and insulin resistanceObesity2012201485610.1038/oby.2011.29921979391PMC4465436

[B25] Suyeon KimMS-BAnnieQ-BFlorenceMMicheleTGerardAJung HanKNaimaM-MVoy BrynnHThe adipose renin-angiotensin system modulates systemic markers of insulin sensitivity and activates the intrarenal renin-angiotensin systemJ Biomed Biotechnol2006200627012200610.1155/JBB/2006/27012PMC169826117489015

[B26] KimSUrsSMassieraFWortmannPJoshiRHeoYRAndersenBKobayashiHTeboulMAilhaudGEffects of high-Fat diet, angiotensinogen (agt) gene inactivation, and targeted expression to adipose tissue on lipid metabolism and renal gene expressionHorm Metab Res20023411/12721,7251266088910.1055/s-2002-38263

[B27] ElbeinSCKernPARasouliNYao-BorengasserASharmaNKDasSKGlobal gene expression profiles of subcutaneous adipose and muscle from glucose-tolerant, insulin-sensitive, and insulin-resistant individuals matched for BMIDiabetes20116031019102910.2337/db10-127021266331PMC3046820

[B28] GupteSATargeting the pentose phosphate pathway in syndrome X-related cardiovascular complicationsDrug Dev Res20107131611672071151810.1002/ddr.20359PMC2918918

[B29] GoodridgeAGCitrate-cleavage enzyme, 'malic' enzyme and certain dehydrogenases in embryonic and growing chicksBiochem J19681084663666566727910.1042/bj1080663PMC1198865

[B30] MatsuzakaTShimanoHYahagiNKatoTAtsumiAYamamotoTInoueNIshikawaMOkadaSIshigakiNCrucial role of a long-chain fatty acid elongase, Elovl6, in obesity-induced insulin resistanceNat Med200713101193120210.1038/nm166217906635

[B31] MatsuzakaTShimanoHElovl6: a new player in fatty acid metabolism and insulin sensitivityJ Mol Med200987437938410.1007/s00109-009-0449-019259639

[B32] DupuisJLangenbergCProkopenkoISaxenaRSoranzoNJacksonAUWheelerEGlazerNLBouatia-NajiNGloynALNew genetic loci implicated in fasting glucose homeostasis and their impact on type 2 diabetes riskNat Genet201042210511610.1038/ng.52020081858PMC3018764

[B33] DesertCDuclosMJBlavyPLecerfFMoreewsFKloppCAubryMHeraultFLe RoyPBerriCTranscriptome profiling of the feeding-to-fasting transition in chicken liverBMC Genom2008961110.1186/1471-2164-9-611PMC262891819091074

[B34] WangTZangYLingWCorkeyBEGuoWMetabolic partitioning of endogenous fatty acid in adipocytesObes Res200311788088710.1038/oby.2003.12112855758

[B35] GotoTLeeJ-YTeraminamiAKimY-IHiraiSUemuraTInoueHTakahashiNKawadaTActivation of peroxisome proliferator-activated receptor-alpha stimulates both differentiation and fatty acid oxidation in adipocytesJ Lipid Res201152587388410.1194/jlr.M01132021324916PMC3073464

[B36] CroweSTurpinSMKeFKempBEWattMJMetabolic remodeling in adipocytes promotes ciliary neurotrophic factor-mediated fat loss in obesityEndocrinology200814952546255610.1210/en.2007-144718276754

[B37] RibetCMontastierEValleCBezaireVMazzucotelliAMairalAViguerieNLanginDPeroxisome proliferator-activated receptor-α control of lipid and glucose metabolism in human white adipocytesEndocrinology2010151112313310.1210/en.2009-072619887568

[B38] SchoonjansKStaelsBAuwerxJRole of the peroxisome proliferator-activated receptor (PPAR) in mediating the effects of fibrates and fatty acids on gene expressionJ Lipid Res19963759079258725145

[B39] TsuchidaAYamauchiTTakekawaSHadaYItoYMakiTKadowakiTPeroxisome proliferator–activated receptor (PPAR)α activation increases adiponectin receptors and reduces obesity-related inflammation in adipose tissueDiabetes200554123358337010.2337/diabetes.54.12.335816306350

[B40] MandardSMüllerMKerstenSPeroxisome proliferator-activated receptor a target genesCell Mol Life Sci200461439341610.1007/s00018-003-3216-314999402PMC11138883

[B41] KreyGBraissantOL’HorsetFKalkhovenEPerroudMParkerMGWahliWFatty acids, eicosanoids, and hypolipidemic agents identified as ligands of peroxisome proliferator-activated receptors by coactivator-dependent receptor ligand assayMol Endocrinol199711677979110.1210/me.11.6.7799171241

[B42] NewmanREBrydenWLFleckEAshesJRStorlienLHDowningJADietary n-3 and n-6 fatty acids alter avian metabolism: molecular-species composition of breast-muscle phospholipidsBr J Nutr200288119281211742410.1079/BJNBJN2002581

[B43] RandlePJMetabolic fuel selection: general integration at the whole-body levelProc Nutr Soc1995540131732710.1079/PNS199500577568263

[B44] HsiehMCFDasDSambandamNZhangMQNahléZRegulation of the PDK4 Isozyme by the Rb-E2F1 ComplexJ Biol Chem200828341274102741710.1074/jbc.M80241820018667418

[B45] WuPBlairPVSatoJJaskiewiczJPopovKMHarrisRAStarvation increases the amount of pyruvate dehydrogenase kinase in several mammalian tissuesArch Biochem Biophys200038111710.1006/abbi.2000.194611019813

[B46] CadoudalTDistelEDurantSFouqueFBlouinJ-MCollinetMBortoliSForestCBenelliCPyruvate dehydrogenase kinase 4Diabetes20085792272227910.2337/db08-047718519799PMC2518477

[B47] ConnaughtonSChowdhuryFAttiaRRSongSZhangYElamMBCookGAParkEARegulation of pyruvate dehydrogenase kinase isoform 4 (PDK4) gene expression by glucocorticoids and insulinMol Cell Endocrinol20103151–21591671970351510.1016/j.mce.2009.08.011PMC2815206

[B48] SibutVHennequet-AntierCLe Bihan-DuvalEMartheySDuclosMJBerriCIdentification of differentially expressed genes in chickens differing in muscle glycogen content and meat qualityBMC Genom20111211210.1186/1471-2164-12-112PMC304730321324179

[B49] WanZThrushABLegareMFrierBCSutherlandLNWilliamsDBWrightDCEpinephrine-mediated regulation of PDK4 mRNA in rat adipose tissueAm J Physiol Cell Physiol20102995C1162C117010.1152/ajpcell.00188.201020739620

[B50] RudermanNBSahaAKVavvasDWittersLAMalonyl-CoA, fuel sensing, and insulin resistanceAm J Physiol - Endocrinol Metab19992761E1E1810.1152/ajpendo.1999.276.1.E19886945

[B51] GregoireFSmasCSulHUnderstanding adipocyte differentiationPhysiol Rev199878783809967469510.1152/physrev.1998.78.3.783

[B52] HutleyLShuretyWNewellFMcGearyRPeltonNGrantJHeringtonACameronDWhiteheadJPrinsJFibroblast growth factor 1Diabetes200453123097310610.2337/diabetes.53.12.309715561939

[B53] ZhuX-gKimDWGoodsonMLPrivalskyMLChengS-YNCoR1 regulates thyroid hormone receptor isoform-dependent adipogenesisJ Mol Endocrinol201146323324410.1530/JME-10-016321389087PMC3457783

[B54] SpaldingKLArnerEWestermarkPOBernardSBuchholzBABergmannOBlomqvistLHoffstedtJNaslundEBrittonTDynamics of fat cell turnover in humansNature2008453719678378710.1038/nature0690218454136

[B55] ChangLChiangSHSaltielARInsulin signaling and the regulation of glucose transportMol Med2004107–1265711630717210.2119/2005-00029.SaltielPMC1431367

[B56] RichardsMPMcMurtryJPThe avian proglucagon systemGen Comp Endocrinol20091631–239461893816710.1016/j.ygcen.2008.09.010

[B57] RichardsMPMcMurtryJPExpression of proglucagon and proglucagon-derived peptide hormone receptor genes in the chickenGen Comp Endocrinol2008156232333810.1016/j.ygcen.2008.01.01418299131

[B58] YuanJSWangDStewartCNStatistical methods for efficiency adjusted real-time PCR quantificationBiotechnol J20083111212310.1002/biot.20070016918074404

[B59] BajadSULuWYKimballEHYuanJPetersonCRabinowitzJDSeparation and quantitation of water soluble cellular metabolites by hydrophilic interaction chromatography-tandem mass spectrometryJ Chromatogr A200611251768810.1016/j.chroma.2006.05.01916759663

[B60] WatersCALuWYRabinowitzJDBasslerBLQuorum sensing controls biofilm formation in Vibrio cholerae through modulation of cyclic Di-GMT levels and repression of vpsTJ Bacteriol200819072527253610.1128/JB.01756-0718223081PMC2293178

[B61] BenjaminiYHochbergYControlling the false discovery rate: a practical and Powerful Approach to Multiple TestingJ R Stat Soc Ser B1995571289300

[B62] HuangDWShermanBTLempickiRASystematic and integrative analysis of large gene lists using DAVID bioinformatics resourcesNat Protocols200841445710.1038/nprot.2008.21119131956

[B63] BindeaGMlecnikBHacklHCharoentongPTosoliniMKirilovskyAFridmanWHPagesFTrajanoskiZGalonJClueGO: a Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networksBioinformatics20092581091109310.1093/bioinformatics/btp10119237447PMC2666812

How the deposited data were processed for this re-analysis (not part of the article)

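Abdominal adipose tissue of 15 chickens, 5 fasted, 5 fed and 5 insulin-neutralized, was measured on 1 Affymetrix GeneChip Chicken Genome Array per bird. The authors deposited GCRMA values on the log2 scale: background-corrected by probe sequence, normalized across the arrays and summarised per probe set. The submitters' processing notes name R 2.9.0, RMA and GCRMA. The metabolites and the quantitative RT-PCR were not analysed here. Groups and bird numbers were taken from the sample labels, which match the design in the methods.

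Of the probe sets, 96 controls were left out and 19827 were removed because they lay below 3 on at least 5 arrays, which left 18612. The methods' sentence on this filter can also be read as keeping a probe set at 3 or more on at least 5 arrays, which keeps 18919. Limma 3.58.1 in R 4.3.3 fitted the 3 group means to all arrays, with 12 residual degrees of freedom and a prior worth 2.07. Each of the 3 comparisons was adjusted by the Benjamini-Hochberg method on its own, and an adjusted p under 0.05 counted as a call. Folds of at least 1.5 were counted separately. Adjusted p-values of genes and probe sets in the text come from limma. Figures were drawn with matplotlib 3.10.9.

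The platform annotation used here gives 27178 probe sets 1 gene symbol and 177 several, and 11180 are unnamed here. Of the symbols, 26863 were found in the RefSeq gene table, and 0 were changed by it. A gene in a list was represented by its probe set with the highest mean, and 28 list members were matched through a synonym. Some of these stand under the symbol of a related gene, such as ALAS1 for ALAS2 and ABHD4 for ABHD5. GRAMD2 and ZNF217 carry their names only through the additional files of the paper. The text names the genes that the paper names from its arrays, 1 of which is not reported here. It also names, per comparison, the 10 higher and 10 lower genes with the largest change among calls without overlap between the groups, and up to 4 called members per gene list, though not all of these last. The fold changes in the paper's tables had been read when this rule and the lists were written. There were 36 lists, of pathways and of cell type markers, and 5 more were added after seeing the data. Lists were tested with camera at a preset correlation between genes of 0.01 and again with an estimated one. The p-values of lists were adjusted within a comparison. Values of single measures were compared with exact permutation tests, two-sided, whose smallest p for 5 against 5 birds is 0.00794.

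The values hold no counts, and the number of arrays limits the precision. Data were simulated from the 18612 probe sets with normal noise, independent for each probe set, and so without correlation between genes or outlying arrays. In them the fit called 73 of 100 true 2-fold changes between fasted and fed birds and 27 of 100 changes of 1.5-fold, with 7 false calls. The insulin-neutralized group was given an intermediate change there (median position 0.502 between fed and fasted), and limma called 0 of these against fed birds. Far fewer probe sets were changed in the simulation than the 1794 called between the real fasted and fed birds. As the adjusted p depends on that number, these shares do not carry over to the real data. A list raised in the simulation was called and 0 of 41 unchanged lists were, which does not test lists of correlated genes. Unchanged groups drawn from the residuals of whole arrays gave a mean of 149.9 calls in fasted vs. fed birds, with a median of 0 and at most 3585. Of these 100 simulations, 3 gave 1794 or more. Comparisons that share the fed arrays were set beside 100 simulations of unchanged groups and beside splits of the fed arrays. The alternatives tried were other filters, normalizations, weights, adjustments, fits of fewer groups and each bird left out.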

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

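The tests of the explanations below and the lists of ciliated cells, airway epithelium, liver, interferon response and metallothionein and stress response were chosen only after the result was seen. Fed birds 4 and 5 stood apart from the other birds, at 73.6 and 61.5 on principal component 2 of the probe sets kept, where the highest of the others was 3.43. Degraded RNA raises 3' over 5' values, but of 6 such differences of actin, GAPDH and EF-1α in these birds 1 lay above the median of the others; the slope of values on the log10 span of the gene was lowest in these birds (-0.191 and -0.133 against -0.0588 to 0.126), so degraded RNA cannot be told apart from other causes, which these opposed measures keep open. Less RNA of the bird per amount of spiked-in RNA is a candidate explanation, since the lower poly-A spike value of the pair exceeded the highest of the other 13 birds by 0.165 on the log2 scale. Cells of another type cannot be told apart from this: of 12 marker lists 1, smooth muscle and pericyte with 5 genes measured and 0 in another list, had its highest scores in both birds, and of its most abundant genes MYH11 was lowest in fed bird 5, at 9.18, PDGFRB highest in fed bird 5, at 12.01, and RGS5 highest in fed bird 4, at 11.67. No biological explanation was tested, since the design treats the 5 fed birds alike.

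Genes of ciliated and airway epithelium varied between birds of every group, such as the surfactant protein SFTPA1, from 10.32 in fed bird 5 to 15.20 on the log2 scale in insulin-neutralized bird 4, and the keratin KRT7, from 10.76 in insulin-neutralized bird 2 to 14.01 in fed bird 4. Both stand in the airway list, and KRT7 also in the mesothelium list. Of the most abundant ciliated genes, IFT80 and IFT81 were lowest in fed bird 4, at 9.71 and 9.25, and ZMYND10 was highest there, at 10.64. Fewer adipocytes per sample would raise the markers of all other cell types, but of 10 such lists 1, of B cells, correlated with the ciliated score at r above 0.5 (r = 0.632) and endothelial markers had r = -0.530, which argues against it as the only cause; adipocyte markers had r = -0.683, so a lower share of adipocytes stays open as a part. Epithelium of another tissue carried into some samples is a candidate explanation, since the planned mesothelium score, taken without genes of the ciliated and airway lists, correlated with the ciliated score over the 15 birds (r = 0.813, permutation p = 0.000410, adjusted p = 0.000820; rho = 0.786, p = 0.000780, adjusted p = 0.000780; 2 relations computed; r = 0.794 without insulin-neutralized bird 4 and fed bird 4). That mesothelium score rests on MSLN, LRRN4, BNC1 and KRT24, the last matched through a synonym of KRT19. Of the ciliated genes measured 0 of 29, of the airway genes 2 of 18 and of the mesothelium genes 2 of 6 stand in another list, and mesothelium also covers abdominal fat, so a varying amount of it stays open. An effect of treatment stays open too, as the ciliated list had adjusted p = 0.616 from camera in fasted and 0.0260 in insulin-neutralized vs. fed birds (higher; adjusted p = 0.792 with an estimated correlation; 0.000987 to 0.206 over the alternatives, and not called without fed bird 1, 2 or 5 or insulin-neutralized bird 3 or 4, or without fed birds 4 and 5, at 0.0939, 0.0634, 0.206, 0.125, 0.0898 and 0.119).

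Several values lay far from the other 4 birds of their group, with a gap to the nearest bird above 0.71 of the group's range, which chance gives in about 1 in 20 groups. Of 507 groups of values of the genes named, 32 held such a bird, of 123 groups of list scores 10, and of 36 groups of array measures 1. Log2 values are given. Fasted bird 2 was high in HSPA5 (14.13), MCM5 (8.18) and PSMA5 (12.29), and low in FADS1 (5.78), FZD9 (8.40), RASD1 (8.07) and RTN4R (2.21). Fasted bird 3 was high in ACLY (10.55), GLDC (7.55) and HK1 (9.85). Fasted bird 4 was low in PMEPA1 (9.15). Fasted bird 5 was high in TCF21 (11.34), and low in PLEKHH2 (8.17). Fed bird 2 was low in DYNLL2 (11.83). Its NAB1 (5.14) met the rule only because the other 4 fed birds tie at that gene's lowest value, 5.06. Fed bird 4 was high in FZD2 (9.80), GINS3 (10.85) and PIK3R3 (8.01), and low in NCOR1 (8.37) and PHACTR1 (3.09). Fed bird 5 was low in CRK (9.43) and PNPLA8 (6.43). Insulin-neutralized bird 1 was high in CPT1A (3.86) and SEPT10 (11.14), and low in BAK1 (5.76) and CDC34 (7.17). Insulin-neutralized bird 2 was low in TLR4 (3.70). Insulin-neutralized bird 3 was low in DHDDS (5.25). Insulin-neutralized bird 4 was low in ACACA (9.12) and CEBPA (7.31). Insulin-neutralized bird 5 was high in GRAMD2 (6.98) and NDUFS1 (12.34). Among the scores of gene lists, which are mean z-scores, fasted bird 2 was high in interferon response (1.91), and low in TCA cycle and pyruvate dehydrogenase (-1.20), amino acid degradation (-1.04) and adipocyte (-0.67). Fasted bird 5 was high in Wnt signaling (-0.14) and liver (1.94). Fed bird 4 was low in endothelial cell (-1.51). Fed bird 5 was low in proglucagon system (-1.15). Insulin-neutralized bird 1 was low in T cell (-1.16). Insulin-neutralized bird 2 was low in Wnt signaling (-0.17). The hybridization control transcripts were highest in fed bird 4 (12.33).

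The paper does not discuss GJB1, MT3, LPIN1, ACVR1C and NR4A2, whose log2 fold changes in fasted vs. fed birds were 5.41, 4.38, 3.92, 3.78 and 3.29, or PPP1R3B, at -2.29. It does not treat as groups 3 gene lists with calls in fasted vs. fed birds, though its Table 1 holds DUSP5, EGR1 and BNIP3 and its text refers to cyclic AMP: 10 genes of the immediate early and cAMP response, 9 of autophagy and 5 of the metallothionein and stress response were higher.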

How the results depend on the processing

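The settings without fed birds 4 and 5 and with control probe sets kept, every alternative of the cell type markers, and each bird left out for the distance and RNA quality and the other orders of the replicate numbers were chosen only after the result was seen. The counts of 1794, 92 and 756 probe sets in fasted vs. fed, insulin-neutralized vs. fed and insulin-neutralized vs. fasted birds, and the 72 called under both treatments, stayed within 1.5 times under quantile normalization, the other reading of the filter, trend and robust moderation and control probe sets kept. With no filter they were 1186, 41, 466 and 33, as more probe sets at the floor were tested. With arrays centred on their medians 55 of insulin-neutralized vs. fed birds and 42 shared calls were left. With array weights there were 187 of insulin-neutralized vs. fed birds, 1789 of insulin-neutralized vs. fasted birds and 150 shared. Adjusting the 3 comparisons together gave 383 and 190 shared, and a nested F test 438 and 277 shared. With only the groups compared in the fit, and so fewer arrays, there were 960 of fasted vs. fed, 6 of insulin-neutralized vs. fed birds and 5 shared. With 1 probe set per gene, and so fewer probe sets, 1063 were called in fasted vs. fed and 455 in insulin-neutralized vs. fasted birds. Without fed birds 4 and 5 there were 31 of insulin-neutralized vs. fed birds, 1512 of insulin-neutralized vs. fasted birds and 27 shared, the median position was 0.350 and the difference in distance 44.4%. The replicate numbers were not taken to pair the birds: of 15 pairs with 1 number the correlation of deviations from the group means was over 0.1 in 7 (-0.392 to 0.382), and 0 of 15 birds correlated best with its own number in both other groups. In at least 1 other group 12 of 15 did, a hint from the data and not the design. Over the 14400 orders of the numbers, the mean was 5.40, and a share of 0.00549 had as many or more. The mean correlation of same-numbered birds was 0.0677, with a share of 0.156 of the orders as high. With the number as a replicate block, 8 probe sets were called in insulin-neutralized vs. fed birds and 6 shared, and the other counts stayed within 1.5 times. Leaving out 1 bird gave 1180 (without fasted bird 4) to 1832 (without fed bird 2) calls in fasted vs. fed birds. It gave 436 to 934 in insulin-neutralized vs. fasted birds, with 466, 485, 448, 436 and 458 without fasted birds 4 and 5 and insulin-neutralized birds 1, 3 and 5. Against fed birds the insulin-neutralized group gave 7 to 142, with 7, 8, 9, 22 and 28 without insulin-neutralized birds 1 to 5, 61, 54 and 45 without fasted birds 1, 3 and 4 and 38, 142 and 35 without fed birds 1, 2 and 4. The shared calls ran from 7 to 103 on the same birds, with 7, 7, 8, 19 and 24, 45, 43 and 35 and 26, 103 and 30 in the same order. The position of 0.413 moved to 0.343 without fed bird 4 and 0.511 without fed bird 2. The distance of 20.8% moved to 34.6, 34.2 and 33.0% without fasted birds 1, 3 and 4 and to 3.34, 10.3 and 34.4% without fed birds 2, 3 and 4. Over all probe sets kept it was -7.06%, and with Pearson correlation and average linkage 82.4%. The 25 list calls by camera ran from 22 (without fed bird 1) to 29 (without fasted bird 3) and were 0 of 72 with an estimated correlation (13 at an unadjusted p under 0.05). The cell type markers had 0 list calls by camera (5 of 36 at an unadjusted p under 0.05), 2 with no filter, 1 with the other reading of the filter, 2 with array weights, 3 with the mean of all probe sets of a gene and 4 without fed birds 4 and 5. These last 4 were all in insulin-neutralized vs. fed birds, with adipocyte markers lower (adjusted p = 0.0252) and endothelial (0.0396), smooth muscle and pericyte (0.0404) and pancreas markers (0.0396) higher (up to 0.896 over the alternatives). Endothelial markers were also called there with array weights (0.0305), with the mean of all probe sets of a gene (0.0473), and without fed bird 5 or insulin-neutralized bird 3 or 4 (0.00647, 0.0335 and 0.0138), and adipocyte markers without fed bird 4 (0.0467). The other calls were in insulin-neutralized vs. fasted birds, most often of skeletal muscle, except skeletal muscle in fasted vs. fed birds without fed bird 4. Leaving out 1 bird gave 0 to 3 of them, with 1 without fasted bird 3, fed bird 3, fed bird 5 or insulin-neutralized bird 3, 2 without fasted bird 5, insulin-neutralized bird 4 or insulin-neutralized bird 5 and 3 without fed bird 4. The actin 3' minus 5' difference of insulin-neutralized and fasted birds, 0.307 on the log2 scale (exact permutation test, adjusted p = 0.0952), ran from 0.270 without insulin-neutralized bird 1 to 0.347 without insulin-neutralized bird 4, and passed without insulin-neutralized bird 5 (0.311, adjusted p = 0.0476; up to 0.190 over the alternatives). The cause of these moves was not tested except where the setting itself gives it. Of the named genes, 161, 43 and 96 were called in the comparisons in the order above. Of these calls 37, 27 and 36 were lost with no filter, 38, 40 and 10 with only the groups compared, 42, 34 and 0 without fed birds 4 and 5, 17, 38 and 16 with the replicate block and 40, 39 and 39 when any 1 bird was left out, and 0 turned direction. Of the named genes not called, 10, 33 and 19 were called under at least 1 alternative. The genes called higher and lower with fasting numbered, without fed birds 4 and 5, 2 and 1 for lipolysis and the lipid droplet (5 and 1 with all birds), 3 and 2 for fatty acid oxidation (5 and 1 with all birds), 0 and 4 for the TCA cycle and pyruvate dehydrogenase (0 and 7 with all birds), 1 and 3 for amino acid degradation (1 and 7 with all birds) and 2 and 1 for TGFβ and BMP signaling (6 and 3 with all birds). The 300 calls of named genes ranged from 200 with no filter to 322 with array weights.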

Differences from the paper's values

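The setting without fed birds 4 and 5 was chosen only after the result was seen. Of 107 fold changes in the paper's Tables 1, 3 and 4, 91 equal those computed here within 0.015 on the probe set whose fold equals that in the additional files, or else on the one with the highest mean, and 4 of 119 measures differ. A fold counts as different when its sign changes or its log2 gap exceeds the SD of the probe set in the fit. A count does so beyond 1.5 times. EGR1 in fasted vs. fed birds, 2.43 in the paper and 1.98 here, is thus not counted as different. For DUSP5 in insulin-neutralized vs. fed birds the paper's fold is 1.05 and the value here -1.01. Of the 25 alternatives set before the data were examined, array weights and leaving out fed bird 4 or 5 or insulin-neutralized bird 1, 3 or 4 have no such difference, and the other 19 do. For EGR1 in insulin-neutralized vs. fasted birds the paper's fold is -3.86 and the value here -2.99, while its other probe set, 3.62-fold lower, has no such difference. Arrays centred on their medians and leaving out fasted bird 1 or 2 or insulin-neutralized bird 1, 2 or 3 have no such difference, and the other 19 alternatives do. For SESN1 the paper's folds are 1.125 in insulin-neutralized vs. fed and -1.65 in insulin-neutralized vs. fasted birds, and the values here are 1.50 and -1.24, with all 25 alternatives different for both. With the probe set nearest the paper's fold in each comparison, a choice made after the values were seen, 3 measures differ, all of DUSP5 and SESN1, and SESN1 is 1.39-fold higher in insulin-neutralized vs. fed birds on its other probe set. In fasted vs. fed birds the paper's folds of FBXO8 (4.16), BNIP3 (2.98) and SESN1 (1.86) lie near those of a probe set other than the one with the highest mean, which gives 3.28, 2.21 and 1.56. The same holds, among others, for PSME4 (3.86), ZNF217 (2.6), IFNAR1 (3.47), CDT1 (1.51) and BTBD11 (1.71), with the paper's folds in brackets.

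The paper counts 2016 genes differentially expressed in any comparison, 1401 of them at 1.5-fold or more, and 917 higher and 863 lower in fasted vs. fed birds. The counts here are 2030, 1403, 921 and 873, and with a probe set kept at 3 or more on at least 5 arrays 2014, 1401, 916 and 862. The paper words its 2016 in one place as changes against fed controls and in its Figure 1 as changes in any pairwise comparison. The 2 comparisons with fed birds alone call 1814 probe sets here. More than 3-fold lower with fasting are 40 genes in the paper and 39 probe sets here, and 40 with trend and robust moderation or without insulin-neutralized bird 5. Called only with insulin neutralization are 13 genes in the paper, 4 higher and 9 lower, and 15 named genes here, 5 higher and 10 lower. Its Table 4 lists 14, with 6 higher and 8 lower; the probe set called for LSM14A, 1 of these 14, is unnamed in the annotation used here and not among the 15. AHSA1 and AZIN1 of that table were also called in fasted vs. fed birds here, 1.48-fold and 1.38-fold lower (adjusted p = 0.00106 and 0.0263). Of the 15, ULK3, HSPA8, GRSF1 and PMPCA are not in the table, and the last 3 changed by less than 1.5-fold (1.43, 1.43 and 1.46). MAGI1 and TCP11X2 are counted among the 15, although these 2 have another probe set called in fasted vs. fed birds. Centring arrays on their medians and leaving out fasted bird 3, 4 or 5 gave 4 higher, and no alternative gave 13 in all when genes were counted in this way. Of the 1211 probe sets that the paper lists for fasted vs. fed birds at 1.5-fold or more, 1201 were called here, 1199 with an equal fold within 0.015, and 10 were removed by the filter. With that other reading of the filter, all 1211 were called. All 68 listed for insulin-neutralized vs. fed birds were called. The paper marks PDK4 between insulin-neutralized and fasted birds at a stricter threshold than its adjusted p of 0.0420 here.

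Among genes lower by more than 3-fold with fasting, the paper names ACACA, ACLY, ME1, AGPAT9, FADS1 and ELOVL6. Here ACACA was 1.88-fold, ACLY 1.88-fold, ME1 1.71-fold, AGPAT9 2.24-fold and FADS1 1.99-fold lower, while FDPS and DGAT2 passed 3-fold. ELOVL6 has 3 tested probe sets, and only the one with the highest mean is given here. It had a log2 fold change of -0.16 (adjusted p = 0.636), and was called only without fed birds 4 and 5 (log2 fold change -0.46, adjusted p = 0.0442), a setting chosen after seeing the values. Of the probe sets that the paper lists, that setting calls 858 of the 1201 tested in fasted vs. fed and 14 of 68 in insulin-neutralized vs. fed birds. With all birds all 1201 and all 68 were called. The paper also names FGF2, FGFR1 and PPARD as changed with fasting, and in fasted vs. fed birds they had adjusted p = 0.152, 0.0890 and 0.366 and were called under none of the alternatives run. PPARD was called between insulin-neutralized and fasted birds. CRK was called on 1 of its probe sets (log2 fold change 0.62) and not on the one with the highest mean (0.10, adjusted p = 0.495; not called under any alternative). The paper describes TGFβ and BMP genes as lower with fasting, and of 38 measured 6 were higher and 3 lower, with PMEPA1 among the lower, and without fed birds 4 and 5 2 and 1. It describes amino acid degradation as raised, and of 32 genes measured 1, BCAT1, was higher and 7 lower, and without fed birds 4 and 5 1 and 3.

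In the clustering of birds the paper places the fasted group apart, while complete linkage here parted the fed birds at its earliest split, and average linkage on the Pearson correlation parted the fasted birds. Insulin-neutralized birds lay nearer to fed (55.1) than to fasted birds (66.6) in mean distance. In Tables 3 and 4 the paper lists genes whose call rests on 1 probe set. PLEKHH2 in insulin-neutralized vs. fed birds had adjusted p = 0.0599 on the probe set with the highest mean and 0.0377 on another. The former was called with the 3 comparisons adjusted together (0.0188), with a nested F test and without fed bird 3 (0.0320). NOLA2 had 0.0504 and 0.0462, and the former was called with quantile normalization (0.0480), trend and robust moderation (0.0482), array weights (0.0351), the 3 comparisons adjusted together (0.0143), a nested F test and without fed bird 2 (0.0414). CDT1 had 0.124 and 0.0377, and the former was called with a nested F test. DHDDS was not called on the probe set with the highest mean in either comparison with fed birds (0.551 and 0.273), and was called on the other (0.0109 and 0.0480). LSM14A in insulin-neutralized vs. fed birds had 0.393 on the probe set with the highest mean and 0.0338 on another.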

Other observations

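The lists of metallothionein and stress response, ciliated cells, airway epithelium, liver and interferon response, the setting without fed birds 4 and 5 and the tests of the shared fed arrays and of simulated counts were chosen only after the result was seen. Of 15 genes of the immediate early and cAMP response measured, 10 were higher and 0 lower in fasted than in fed birds (10 and 1 adjusted over the list alone), with a median log2 fold change of 0.96. CYR61, a matricellular protein induced by growth factors, was 4.27-fold, the transcription factor MAFF 4.01-fold and CREM, a repressor and activator of cAMP response genes, 3.14-fold higher (adjusted p up to 0.00184 from limma), and leaving out 1 bird ended none of these calls. Limma called 0 of the 15 in insulin-neutralized vs. fed birds (0 over the list alone, 3 at an unadjusted p under 0.05), and the log2 fold changes of CYR61, MAFF and CREM were 0.53, 0.02 and -0.36. Between insulin-neutralized and fasted birds 9 were lower and 0 higher (12 and 1 over the list alone). The genes called higher with fasting stood at a median position of -0.00792 between fed (0) and fasted (1) birds in the insulin-neutralized group. Camera gave adjusted p = 2.09e-09 in fasted vs. fed (3.57e-12 to 4.51e-08 over the alternatives) and 6.98e-14 in insulin-neutralized vs. fasted birds, and adjusted p = 0.123 and 0.0666 with an estimated correlation. Without fed birds 4 and 5, 11 genes were higher and 0 lower (camera, adjusted p = 3.57e-12) with fasting.

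Of 31 genes of autophagy measured, 9 were higher and 0 lower in fasted than in fed birds (10 and 0 adjusted over the list alone). UVRAG, which acts in the maturation of autophagosomes, was 2.11-fold, ATG2A, a lipid transfer protein, 2.10-fold and the cargo receptor SQSTM1 1.87-fold higher (adjusted p = 9.07e-05, 0.0136 and 0.0171 from limma). Of these calls that of SQSTM1 was lost with only the groups compared in the fit. Limma called 0 of them in insulin-neutralized vs. fed birds (5 higher and 1 lower over the list alone, 8 at an unadjusted p under 0.05), and the called genes stood at a median position of 0.421. Camera gave adjusted p = 0.00132 with fasting (adjusted p = 0.123 with an estimated correlation). For insulin-neutralized vs. fed birds it gave 0.0475 (adjusted p = 0.632 with an estimated correlation; 0.000344 to 0.134 over the alternatives), which was lost with arrays centred on their medians (0.0623), with the replicate block (0.0543), without any 1 fasted bird (0.0521, 0.0544, 0.0517, 0.0528 and 0.0519), without fed bird 1, 2 or 3 (0.0851, 0.132 and 0.134) and without insulin-neutralized bird 1 or 5 (0.0682 and 0.0811). Of 10 metallothionein and stress response genes measured, 5 were higher with fasting and 0 lower (6 and 0 over the list alone; adjusted p = 8.09e-06 from camera, and adjusted p = 0.185 with an estimated correlation), a list written after these genes had been seen. MT3 and MT4 had log2 fold changes of -0.54 and -0.28 in insulin-neutralized vs. fed birds (adjusted p = 0.655 and 0.737) and were 30.2-fold and 9.37-fold lower than in fasted birds. FKBP5, a target of glucocorticoids, was 2.43-fold higher with fasting (adjusted p = 0.00504). Its log2 fold change with insulin neutralization was 1.12 (adjusted p = 0.0615, up to 0.171 over the alternatives). It was called there with array weights (0.0166), with the 3 comparisons adjusted together (0.0197), with a nested F test and without fed bird 5 (0.0270). With insulin neutralization 0 of the list were called by limma against fed birds (3 over the list alone, 4 at an unadjusted p under 0.05), and camera gave adjusted p = 0.0295 (adjusted p = 0.792 with an estimated correlation; 4.96e-07 to 0.181 over the alternatives), lost without fed bird 1, 2 or 3 (0.108, 0.181 and 0.136) and insulin-neutralized bird 1 or 5 (0.0657 and 0.0704). Of 15 circadian clock genes measured, 3 were higher and 1 lower with fasting (4 and 1 over the list alone; camera, adjusted p = 0.137). ARNTL, the partner of CLOCK, was 1.68-fold higher (adjusted p = 0.00549). Without fed birds 4 and 5, 8 genes were higher and 1 lower (camera, adjusted p = 0.000164) for autophagy, 6 genes were higher and 0 lower (camera, adjusted p = 6.16e-09) for metallothionein and stress response and 1 gene was higher and 1 lower (camera, adjusted p = 0.425) for the clock, all with fasting.

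Of 10 adipocyte markers measured, 0 were higher and 2 lower in fasted than in fed birds (1 and 3 adjusted over the list alone; camera, adjusted p = 0.594), the lower ones being PPARG and DGAT2. By limma 0 of 5 smooth muscle and pericyte, 0 of 3 pancreas, 0 of 6 mesothelium, 0 of 29 ciliated cell, 0 of 18 airway epithelium and 0 of 17 interferon response genes were called with fasting, and 1, 1, 0, 1, 0 and 0 had an unadjusted p under 0.05 in this order (camera, adjusted p from 0.519 to 0.962). Over each list alone 0, 1, 0, 0, 0 and 0 were called. Of 5 skeletal muscle markers 1 was lower, ACTA1 (camera, adjusted p = 0.0958, and 0.0319 without fed bird 4; 0.0319 to 0.248 over the alternatives). Of 9 liver markers 1 was higher, APOA1 (camera, adjusted p = 0.0578). Across the 15 birds the interferon response score correlated with the ciliated cell score (r = 0.622, permutation p = 0.0130, adjusted p = 0.0130; rho = 0.793, p = 0.000760, adjusted p = 0.000780), and r was 0.529 without fasted bird 2 and fed bird 4. In insulin-neutralized vs. fed birds, 0 of 10 endothelial markers were called by limma (2 higher and 1 lower over the list alone, 6 at an unadjusted p under 0.05), and camera gave adjusted p = 0.0630 (higher; adjusted p = 0.720 with an estimated correlation; 0.00647 to 0.288 over the alternatives). GCG was the 1 of 3 pancreas markers and DGAT2 the 1 of 10 adipocyte markers called there (camera, adjusted p = 0.496 and 0.237). The proteasome list in insulin-neutralized vs. fed birds was lower (adjusted p = 0.000484 from camera, and adjusted p = 0.671 with an estimated correlation), with 1 gene higher and 0 lower (1 and 1 over the list alone). The list of DNA replication and the cell cycle was lower there (adjusted p = 0.00718 from camera, adjusted p = 0.734 with an estimated correlation, 0.000250 to 0.0851 over the alternatives and 0.0851 without fed bird 1), with 0 of its 50 genes called by limma (4 lower over the list alone, 14 at an unadjusted p under 0.05).

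The changes of fasted and of insulin-neutralized birds against fed birds covary, and a candidate explanation is the fed arrays that they share. With the fed arrays split between the comparisons, the lowest covariance over 10 splits was 0.0206. In simulated unchanged groups the lowest value had a mean of -0.0314 and reached 0.0386, and 7 of 100 simulations gave one as large. The shared fed arrays and an effect common to both treatments therefore cannot be told apart by this test, which the few fed birds keep open. For the counts of calls, of 100 splits of the 10 birds into groups of 5 the real one alone, 1 of 100, gave as many in each comparison. The real counts of 1794, 92 and 756 stand against 102, 3 and 1 in the highest other split. In simulated unchanged groups drawn with replacement from the residuals of each group, 3, 8 and 1 of 100 gave as many, and with each array entered once 2, 5 and 0. The counts simulated with replacement reached 3585, 4063 and 4720 in the same order. Such counts were therefore rare without a difference in fasted vs. fed and insulin-neutralized vs. fasted birds, though chance is not excluded. For insulin-neutralized vs. fed birds they were rare in the splits and less so in the simulations.

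As a measure of RNA quality, the 3' minus 5' difference of the actin controls was 1.38 ± 0.113 on the log2 scale in insulin-neutralized, 1.07 ± 0.0907 in fasted and 1.22 ± 0.205 in fed birds (SD, n = 5 each). Insulin-neutralized birds exceeded fasted birds by 0.307, with all 5 above all 5 fasted birds. An exact permutation test gave two-sided p = 0.00794 (adjusted p = 0.0952 over 12 tests), the smallest p that 5 against 5 birds can give. With all birds, 1 measure alone could therefore not pass. The actin 3' minus middle difference was also higher there, by 0.120 (exact permutation test, two-sided p = 0.0238, adjusted p = 0.143). GAPDH 3' minus 5', GAPDH 3' minus middle and EF-1α 3' minus 5' differed by -0.0672, -0.0107 and 0.0262. Whether RNA quality bears on the 756 calls between these groups was not tested. FAM69B and TUBD1, chosen after their values were seen, have probe sets called in opposite directions in fasted vs. fed birds.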
